# Evaluation of commercially available small RNASeq library preparation kits using low input RNA

**DOI:** 10.1186/s12864-018-4726-6

**Published:** 2018-05-05

**Authors:** Ashish Yeri, Amanda Courtright, Kirsty Danielson, Elizabeth Hutchins, Eric Alsop, Elizabeth Carlson, Michael Hsieh, Olivia Ziegler, Avash Das, Ravi V. Shah, Joel Rozowsky, Saumya Das, Kendall Van Keuren-Jensen

**Keywords:** Small RNASeq, Low RNA input, Small RNASeq, miRNA validation, NGS, qPCR

## Abstract

**Background:**

Evolving interest in comprehensively profiling the full range of small RNAs present in small tissue biopsies and in circulating biofluids, and how the profile differs with disease, has launched small RNA sequencing (RNASeq) into more frequent use. However, known biases associated with small RNASeq, compounded by low RNA inputs, have been both a significant concern and a hurdle to widespread adoption. As RNASeq is becoming a viable choice for the discovery of small RNAs in low input samples and more labs are employing it, there should be benchmark datasets to test and evaluate the performance of new sequencing protocols and operators. In a recent publication from the National Institute of Standards and Technology, Pine et al., 2018, the investigators used a commercially available set of three tissues and tested performance across labs and platforms.

**Results:**

In this paper, we further tested the performance of low RNA input in three commonly used and commercially available RNASeq library preparation kits; NEB Next, NEXTFlex, and TruSeq small RNA library preparation. We evaluated the performance of the kits at two different sites, using three different tissues (brain, liver, and placenta) with high (1 μg) and low RNA (10 ng) input from tissue samples, or 5.0, 3.0, 2.0, 1.0, 0.5, and 0.2 ml starting volumes of plasma. As there has been a lack of robust validation platforms for differentially expressed miRNAs, we also compared low input RNASeq data with their expression profiles on three different platforms (Abcam Fireplex, HTG EdgeSeq, and Qiagen miRNome).

**Conclusions:**

The concordance of RNASeq results on these three platforms was dependent on the RNA expression level; the higher the expression, the better the reproducibility. The results provide an extensive analysis of small RNASeq kit performance using low RNA input, and replication of these data on three downstream technologies.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4726-6) contains supplementary material, which is available to authorized users.

## Background

Due to their stability, clinical relevance, and functional role in disease pathogenesis, small RNAs have the potential to be important reporters of dysregulated cellular processes across a range of diseases [1–3]. Their presence in biofluids has provided researchers with a new tool for monitoring health and disease, as these small RNAs, derived from intracellular sources throughout the body, make their way into circulation. RNA sequencing (RNASeq) is an attractive tool for small RNA discovery in both tissues and biofluids [4–6]. However, a general lack of reproducibility of miRNA results across laboratories and platforms [7–9] has been an area of concern when considering assays for small RNA quantitation at the outset of an experiment. The reasons for this lack of reproducibility can be attributed to several potential factors [10, 11]: 1) the nature of the samples themselves, notably differences in sample type and collection procedures, and heterogeneities in patient populations and patient stratification, 2) differences introduced at RNA or extracellular vesicle isolation steps, 3) variances introduced during data analysis, and 4) the inherent biases of the utilized technology; RNASeq, qPCR, microarrays and other assay platforms. In order to make informed choices at the initiation of experiments involving samples with low RNA input, we evaluated the performance of three commonly used RNASeq kits using commercially available standardized RNAs. In our assessment, we compared libraries prepared at two locations, using three different library preparation kits, at 1 μg or at 10 ng of RNA input (to mimic low input amounts found in biofluids). As the validation platforms for biofluids RNA have mostly focused on miRNAs, we then assessed the differentially-expressed miRNAs identified by RNASeq in downstream assays.

Biological diversity in the number and types of small RNAs present in a sample type may also play a role in the performance of the kits and downstream validation. It has become increasingly evident that tRNA fragments, YRNA fragments and other species of small RNAs are important cellular regulators and are abundant in biofluids [6, 12–14]. Therefore, to increase diversity, we used RNA isolated from three different tissues for comparison of low input RNA effects in the sequencing kits: brain, liver, and placenta, and one biofluid sample: plasma. Our results demonstrate that while small RNA expression differences between the three tissues, brain, liver and placenta are captured by all three small RNASeq kits tested (Illumina TruSeq, BiooScientific NEXTFlex, and New England Biolabs NEB Next), there are measurable differences between the kits in terms of RNA diversity. Moreover, while the inter-site variation was minimal for the 1 μg input samples, as the input amount was decreased to 10 ng, the effect of operator/site on the percentage of input reads mapping to RNA became more pronounced.

Validation of differentially expressed small RNAs, on other technologies, remains one of the most significant hurdles to its utility and clinical implementation. We assessed the performance of several platforms for validation of the RNASeq data, HTG EdgeSeq, Qiagen miRNome and Abcam FirePlex. Not surprisingly, we found that the performance of each platform correlated better when the expression level and fold change between the RNAs was larger.

As was suggested in a recent publication by Pine et al., 2018 [15], sequence and platform data from these samples can be used as a benchmark. These samples can be purchased from Thermo Fisher and used to test the overall performance of new sequencing protocols, small RNA quantitation platforms and lab-to-lab variability and operator proficiency. All of our data are available for comparison at SRA (BioProject: PRJNA402076).

## Results

We tested three commonly used small RNA sample preparation kits for next generation sequencing (TruSeq, NEB Next, and NEXTFlex), on three different tissues (brain, liver, and placenta), at two concentrations (1 μg and 100 fold less; 10 ng), and at two different sites (MGH and TGen). Figure 1 shows the schematic of the study design and the number of samples sequenced at each site for the two input amounts. Each tissue was sequenced once with each kit at the 1 μg RNA input. In order to test the variability of low RNA input for each of the kits, library preparation and sequencing was performed 8–10 separate times with 10 ng of input RNA. A summary of small RNASeq results is presented as an average across the two sites in Fig. 2a and b**.** Figure 2a displays the percentage of input reads that align to the human transcriptome (green), align to human rRNA (yellow), align to UniVec contaminants (orange), were too short after adaptor removal (< 15 nucleotides; turquoise), or did not align to the human transcriptome (black) for each tissue type and kit respectively (Fig. 2a).

**Fig. 1:**
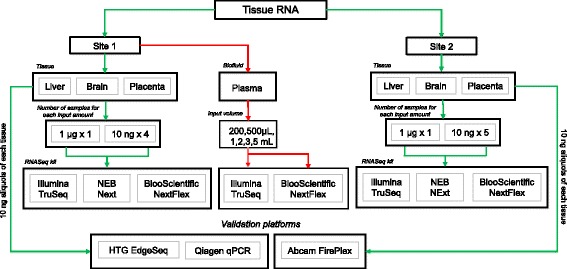
Schematic of study design. Tissue RNA from brain, liver and placenta were sequenced at two sites at two input amounts (1 μg and 10 ng) using three different RNA sequencing kits (Illumina TruSeq, NEB Next and BiooScientific NEXTFlex). RNA from plasma samples at 5 different input volumes (200 μL – 5 mL) were sequenced at Site 1 using only TruSeq and BiooScientific. The green arrow depicts the flow of one of the tissue samples – brain using NEB Next and the red arrows, the plasma samples. The RNASeq results from the tissue samples were then validated using three different platforms (qPCR, EdgeSeq performed by Site1 and Fireplex performed by Site2). For a full list of samples sequenced, please refer to Additional file 1: Table S1

**Fig. 2:**
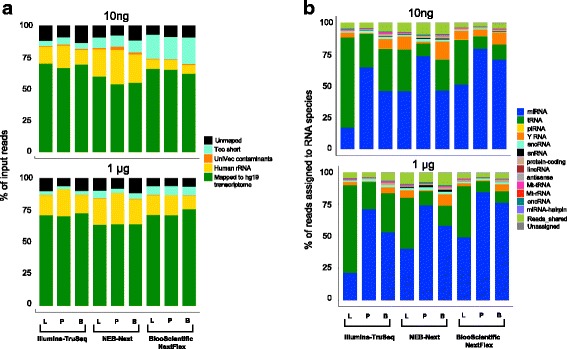
Distribution of total input reads and reads mapped to the transcriptome for liver (L), placenta (P) and brain (B). **a** Average percentage of input reads for each tissue and kit for the two input amounts (10 ng – top panel; 1 μg – bottom panel) aligned to the human transcriptome (hg19), UniVec contaminants, human rRNA, reads that were too short (< 15nts), and unaligned to the human transcriptome. **b** Average percentage of reads mapped to the human transcriptome to RNA biotypes for each tissue and kit for the two input amounts (10 ng – top panel; 1 μg – bottom panel): miRNA, tRNA, piRNA, YRNA, snoRNA, snRNA, protein-coding fragments, lincRNA (long intergenic non-coding RNA), antisense RNA, Mt_tRNA (mitochondrial tRNA), MT_rRNA (mitochondrial rRNA), oncRNA (other non coding RNA), miRNA hairpins, reads that are shared between multiple RNA biotypes and reads that are unassigned

The median percentage of reads aligned to the human transcriptome (after removing rRNA) for both 10 ng and 1 μg inputs were: Illumina TruSeq 74.12% (IQR: 70.7–79.63%), NEXTFlex 67.51% (IQR: 63.57–72.76%) and NEB Next 60.03% (IQR: 52.58–71.78%). Although there is no appreciable difference in the percentage of reads that were unmapped to the human transcriptome (~ 6.5%) and to UniVec contaminants (< 0.5%) across all three kits, the percentage of reads that mapped to human rRNA was significantly different (Illumina TruSeq – Median: 13.34%; IQR: 10.23–18.26%, NEXTFlex – Median: 9.5%; IQR: 7.23–11.21%, NEB Next – Median: 24.27%; IQR: 14.4–29.37%). The NEXTFlex kit had the highest percentage of reads that were too short (Median: 13.77%, IQR: 10.34–19.76%). A detailed sample list with the percentage of reads in each category can be found in Additional file 1: Table S1 and *p*-values calculated by Wilcoxon two-sided rank sum test with continuity correction for pairwise comparisons between the three kits is presented in Additional file 1**:** Table S2.

Reads mapped to the human transcriptome were further examined and the RNA categories/biotypes they mapped to are displayed in Fig. 2b for each tissue type and kit respectively. The most abundant RNA biotype in the placenta and brain samples is miRNA and in the liver samples, it is tRNA fragments (tRFs). Reads that mapped to tRFs predominantly arise from the 5 prime ends of tRNAs. Although all kits found a high representation of tRFs in the liver samples, Illumina TruSeq measured almost twice as many tRFs (TruSeq – Median: 69.48; IQR: 60.47–75.18, NEXTFlex – Median: 38.72; IQR: 35.56–44.7, NEB Next – Median: 32; IQR: 29.71–38.7). The NEXTFlex kit, with its 4 N adaptors, consistently had the highest number and diversity of reads assigned to miRNAs for all three tissues and input amounts [16, 17]. A Wilcoxon two-sided rank sum test between the three kits for the percentages assigned to the different RNA biotypes identified statistically significant differences between the tRNAs and miRNAs (Additional file 1: Table S4). The average for the miRNAs and tRFs account for 83, 81 and 78% of the reads mapped to the transcriptome for NEXTFlex, TruSeq and NEB Next respectively. The next most abundant RNA biotype is YRNAs that comprise, on average 6, 4 and 8% assigned to the three kits respectively. The light green bars at the top of Fig. 2b, depicted as ‘Reads_shared’, constitute reads that map to more than one biotype or position in the human transcriptome. These account for, on average, 5% of the reads for NEXTFlex, 7% for TruSeq and 8% for the NEB Next kit. A detailed sample list with the percentage of reads for each RNA biotype can be found in Additional file 1: Table S3 and *p*-values calculated by Wilcoxon two-sided rank sum test with continuity correction for pairwise comparisons between the three kits is presented in Additional file 1: Table S4.

### Effect of input amount

The effect of lowering the input amount of RNA 100 fold, from 1 μg to 10 ng, approximately doubled the percentage of reads that are categorized as too short (< 15 nts) for NEXTFlex (7 to 14%) and NEB Next (4 to 8%), while remained unchanged for TruSeq (2%) (Fig. 2a top panel versus bottom panel, Additional file 1: Table S5). The difference in the percentage of reads mapping to UniVec contaminants, although statistically significant for the NEXTFlex kit is still less than 0.5%. Median values of the percentage of reads assigned along with comparisons between the 1 μg and 10 ng input amounts are presented in Additional file 1: Table S5.

### Effect of site-to-site variation

While there are no statistically significant differences between the sites for the 1 μg input amount of RNA for all three kits (Additional file 1: Table S6), there are differences in the percentage of reads mapped to rRNA between the sites for the 10 ng samples NEXTFlex (9.6% vs 6.6%, Wilcoxon *P*-value < 0.01) and NEB Next (14.1% vs 29.7%, Wilcoxon *P* value < 0.001). The percentage of reads that were too short (<15nts) for TruSeq 10 ng input samples were also different between the two sites (2.1% vs 16.6%, Wilcoxon P value < 0.01). The percentage of input reads that map to the human transcriptome is significantly different between the two sites for the 10 ng samples for all three kits. Additional file 1: Table S7 shows the number of miRNAs that are detected at greater than 10 counts in at least 25% of the samples after normalization for sequencing depth by *DESeq2* [18] (See Methods) between the two sites for the two input amounts for all three kits. There is no statistically significant difference between the 1 μg and 10 ng samples for Illumina and NEB Next between the two sites. However, there is a significant difference in the number of miRNAs detected with the 10 ng input NEXTFlex samples between Site 1 (Median: 633; IQR: 580–654) and Site 2 (Median: 344; IQR: 319–352). Furthermore, a principal components analysis (PCA) shows that these samples cluster by Site and not by tissue type (Additional file 2: Figure S3); hence these 10 ng NEXTFlex samples from Site 2 were removed from further analyses. These data indicate that with smaller RNA inputs there are greater technical challenges from site to site, particularly related to the use of the NEXTFlex kit, and these differences are more pronounced for low abundance miRNAs,

### miRNA analysis

When differences between the kits and the sites are included, the correlation between the 1 μg and 10 ng inputs of a tissue never drops below 0.88 (Additional file 1: Table S8). Biological differences between the tissues are captured reproducibly, no matter the sequencing kit or the RNA input. The PCA in Fig. 3a shows clear clustering of the three tissues for both the 10 ng and 1 μg input amounts across all three kits. Breaking down the data within each tissue cluster, there is some clustering of the samples by kit type. For example, the samples from brain tissue (green) are clustered together, well away from the other tissues, independent of kit or input amount. The large and small symbols, indicating input amount, cluster together by kit. Within this tissue cluster, the NEXTFlex samples (circles) all cluster at the bottom of the brain cluster, TruSeq (triangles) to the slight top left, and NEB Next (squares) to the top right. To evaluate the reproducibility of the kits, the coefficient of variation for each miRNA was computed per tissue for each input amount across the two sites and is displayed as a density plot in Fig. 3b**.** The peak density for the 1 μg samples for all three kits is near the x-axis, suggesting that the majority of the miRNAs have very low CVs. However, the peak density for the 10 ng samples have CVs between 0.4 and 0.6 for the NEB Next and Illumina TruSeq and begins closer to the x-axis for the NEXTFlex samples (CVs between 0 and 0.2) indicating that the lower input amount of RNA does increase the variability in the read counts assigned to miRNAs.

**Fig. 3:**
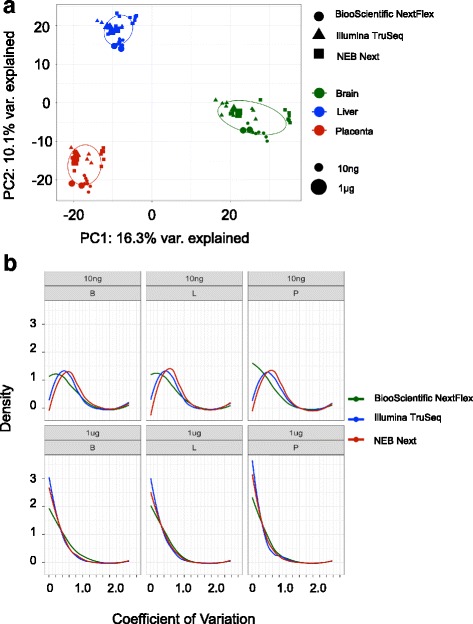
**a** Principal components analysis (PCA) plot of all samples based on their miRNA expression with the colors represent the three tissues (Brain – Green; Liver- Blue; Placenta - Red), the shape of the points representing the three kits (BiooScientific NEXTFlex – circle; Illumina TruSeq – triangle; NEB Next - square) and the size of the points representing the two input amounts. **b** Density plot of the coefficient of variation (CV) of all miRNAs for each kit and tissue for the two input amounts (10 ng – top panel; 1 μg – bottom panel)

The number/diversity of miRNAs detected with the NEXTFlex kit is the highest. Figure 4a shows the number of miRNAs detected at three expression thresholds, 1, 10 and 100 RPM (reads per million mapped to the human transcriptome) for the three tissues and kits. In order to perform downstream analyses on the data, miRNAs should be robustly detectable and changes in expression should be reproducible across experiments. MiRNAs expressed above 50–100 RPM may be considered robustly expressed. As we are assessing the ability for all three kits to detect miRNA at low input amounts, we included data on lower levels of expression (1 and 10 RPM). There is no significant difference between the number of miRNAs detected between Illumina TruSeq and NEB Next for each of the three thresholds. Figure 4b elucidates the effect of sequencing depth on the detection rate of miRNAs. The rate of detecting new miRNAs at > 1 read count and > 10 read counts is depicted here as a function of sequencing depth ranging from 0.5 million to 10 million input reads for the three RNASeq kits with each additional million input reads bringing diminished return. The solid lines in Fig. 4b depict the number of new miRNAs detected as a logarithmic function of the number of input reads in millions. As we increase the number of input reads beyond 6 million, the rate of detection of new miRNAs greater than 50 counts drops below 10 miRNAs for each million reads added. NEXTFlex detects the highest number of new miRNAs at both > 1 and > 10 read counts, the difference between TruSeq and NEB Next is negligible. To assess the largest changes in individual miRNA detection across the kits, we list the top five miRNAs that had an expression of greater than 10 RPM in one kit and less then 5 RPM in the other two kits in Additional file 1: Table S9. Differential expression analysis for miRNAs that had robust expression (> 50 read counts in all tissues) was performed using *DESeq2* (See Methods). With the tissue specificity of the miRNAs exceeding the technical variability of the kits, expectedly, the majority of the statistically significant differentially expressed miRNAs (absolute fold change > 2 and adjusted *P* < 0.05) between pairwise combinations of the three tissues are in common between the three kits (Fig. 5). NEXTFlex had the highest numbers of differentially expressed miRNAs that were not detected in the other kits for all three pairwise tissue comparisons. This results from the fact that the NEXTFlex kit detected more miRNAs than the other two kits.

**Fig. 4:**
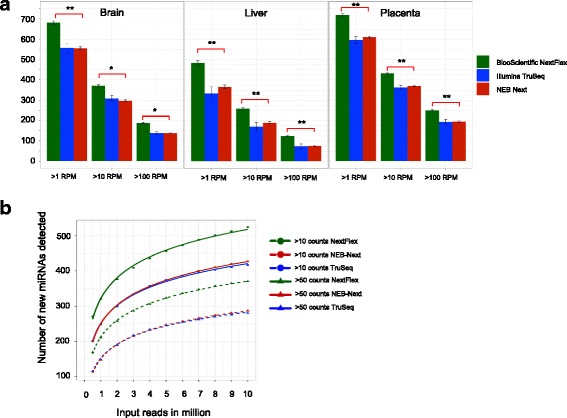
**a** Number of miRNAs detected at three expression thresholds: > 1 read per million mapped to the genome (RPM), > 10 RPM and > 100 RPM for each tissue and kit. The asterisks show significance for comparison between BiooScientific NEXTFlex and the other two kits. **b** Number of new miRNAs detected as a function of the number of input reads sequenced at two thresholds (> 10 read counts and > 50 read counts) for the three kits and tissues

**Fig. 5:**
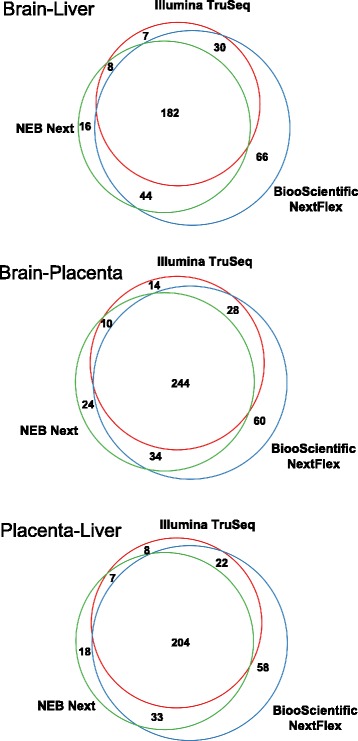
Venn diagrams representing the number of miRNAs that are differentially expressed between the three tissue comparisons – Brain versus Liver, Brain versus Placenta and Liver versus Placenta for all three kits

### Validation of differentially expressed miRNAs from RNASeq with Qiagen qPCR

The fold changes of the differentially expressed miRNAs (between different tissues) detected from RNASeq, for each pairwise tissue comparison, were compared to the fold changes obtained from three validation platforms: Qiagen miRNome miRNA PCR array, HTG EdgeSeq, and Abcam FirePlex. Only miRNAs that were robustly expressed in RNASeq (an average expression of > 50 normalized counts in at least 25% of the samples) with an absolute fold change > 2 and an adjusted *P*-value < 0.05 were used in the comparison. The three validation platforms each detect a subset of known miRNAs, and do not have the ability to distinguish between the canonical miRNA and their sequence or length isoforms (isomiRs).

Aliquots of RNA from each tissue were sent to Qiagen and measured on the Qiagen miRNome arrays, which allows for assessment of 1066 miRNAs. Table 1 lists the number of differentially expressed miRNAs identified through sequencing and the number of these miRNAs that were assayed by the Qiagen PCR array. MiRNAs are considered concordant if their fold change is in the same direction between RNASeq and qPCR and discordant if their fold change was in the opposite direction. There were 31, 3 and 29 miRNAs that were discordant between qPCR and all three sequencing kits for the Brain-Liver, Brain-Placenta and Placenta-Liver comparisons respectively. NEXTFlex, on average, had the highest number of miRNAs in common and concordant with the qPCR fold changes (NEXTFlex: 240, TruSeq: 192 and NEB Next: 222) and the highest number of discordant miRNAs with qPCR (NEXTFlex: 85, TruSeq: 73 and NEB Next: 75). NEB Next had the overall highest concordance with the PCR array results. Not surprisingly, the correlation of differentially expressed miRNAs between qPCR and RNASeq improves as the expression level of the miRNA and the fold change increases. This is illustrated in Fig. 6, the Pearson’s correlation coefficient between the log fold change in sequencing and qPCR is plotted as a function of the average read count expression in RNASeq. From the figure, differentially expressed miRNAs that have an average expression of greater than 2^8^ (256) read counts in sequencing correlate well (> = 0.9) with fold changes from qPCR. These data provide a guide for the expression threshold of miRNAs discovered via sequencing - for validation on high throughput qPCR platforms such as the Qiagen miRNome arrays.

**Table 1:** Number of miRNAs differentially expressed in RNA sequencing validated by Qiagen miRnome high throughput qPCR^a^

Kit	Tissue Comparison	Differentially Expressed miRNAs (RNASeq)^a^	Assayed by qPCR	Concordant – in same direction as RNASeq (%)	Discordant – in opposite direction as RNASeq (%)
BiooScientific	B_vs_L	322	285	209 (73.33%)	76 (26.67%)
BiooScientific	B_vs_P	366	305	299 (98.03%)	6 (1.97%)
BiooScientific	P_vs_L	317	269	214 (79.55%)	55 (20.45%)
Illumina-TruSeq	B_vs_L	227	207	164 (79.23%)	43 (20.77%)
Illumina-TruSeq	B_vs_P	295	254	250 (98.43%)	4 (1.57%)
Illumina-TruSeq	P_vs_L	241	206	162 (78.64%)	44 (21.36%)
NEB	B_vs_L	250	226	186 (82.3%)	40 (17.7%)
NEB	B_vs_P	312	269	262 (97.4%)	7 (2.6%)
NEB	P_vs_L	262	219	179 (81.74%)	40 (18.26%)

^a^ The differentially expressed miRNAs in RNA sequencing have an average expression (calculated across both tissues denoted in the “Tissue comparison” column) ≥ 50 counts and is expressed in at least 25% of the total number of replicates for each pairwise comparison. The percentage of concordant and discordant miRNAs are calculated based on the number of miRNAs assayed by qPCR

**Fig. 6:**
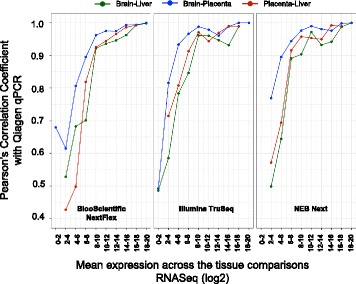
Pearson’s correlation coefficient computed from the log fold changes between RNASeq and Qiagen miRnome qPCR and plotted as a function of the average expression in RNASeq

### Validation of differentially expressed miRNAs from RNASeq with HTG EdgeSeq

Aliquots of RNA from each tissue sample was sent to HTG for analysis on their HTG EdgeSeq platform. The HTG EdgeSeq library that we used for comparison to conventional sequencing surveyed 2085 human miRNA. The three tissues were sequenced with HTG EdgeSeq in triplicate with an input amount of 20 ng and one set was sequenced with an input amount of 10 ng. The number of miRNAs detected by HTG EdgeSeq at greater than 10 RPM was 946 ± 51 (mean ± standard error) and 325 ± 20 at greater than 100 RPM. There were no statistically detectable differences in the number of miRNAs detected between the 20 ng and the 10 ng inputs, therefore, all replicates were included as one analysis. PCA (Fig. 7) demonstrates the tissue specificity of the miRNAs. Differential expression analysis for miRNAs that had non-zero expression in at least 25% of the samples was performed using *DESeq2* (See Methods). Table 2 lists for each of the three pairwise combinations of the tissues in each kit, the number of differentially expressed miRNAs in RNASeq, the number of miRNAs assayed by HTG EdgeSeq, the number of miRNAs that were concordant and discordant with RNASeq and the number of miRNAs that were concordant and significantly differentially expressed (absolute fold change > 2 and an adjusted *P* < 0.05) in both HTG EdgeSeq and RNASeq. On average, about 85% of the differentially expressed miRNAs in RNASeq are detected by HTG EdgeSeq with greater than 95% of the miRNAs being concordant with RNASeq. NEXTFlex, on average has the highest number of miRNAs that were concordant with HTG EdgeSeq (NEXTFlex: 215, TruSeq: 177 and NEB: 187). Of the miRNAs that were not significant in HTG EdgeSeq, but were significant in RNASeq, 82% were in agreement with RNASeq regarding the directionality of the fold change. Approximately 30% of the miRNAs significant by RNASeq, but not significant by HTG EdgeSeq, had an average expression < 100 counts in RNASeq.

**Fig. 7:**
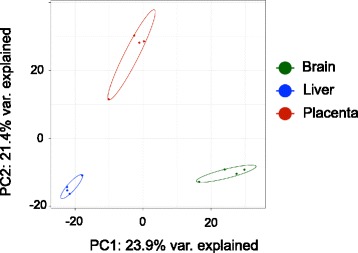
PCA plot of the three tissues based on their miRNA expression assayed by EdgeSeq

**Table 2:** Number of miRNAs differentially expressed in RNA sequencing validated by EdgeSeq^a^

Kit	Tissue Comparison	Differentially Expressed miRNAs (RNASeq)^a^	Assayed by EdgeSeq	Concordant – in same direction as RNASeq (%)	Discordant – in opposite direction as RNASeq (%)	Concordant and Significant (%)
BiooScientific	B_vs_L	322	292 (90.68%)	267 (91.44%)	25 (8.56%)	210 (71.92%)
BiooScientific	B_vs_P	366	305 (83.33%)	294 (96.39%)	11 (3.61%)	243 (79.67%)
BiooScientific	P_vs_L	317	264 (83.28%)	252 (95.45%)	12 (4.55%)	193 (73.11%)
Illumina-TruSeq	B_vs_L	227	204 (89.87%)	197 (96.57%)	7 (3.43%)	173 (84.8%)
Illumina-TruSeq	B_vs_P	295	243 (82.37%)	235 (96.71%)	8 (3.29%)	202 (83.13%)
Illumina-TruSeq	P_vs_L	241	195 (80.91%)	184 (94.36%)	11 (5.64%)	156 (80%)
NEB	B_vs_L	250	224 (89.6%)	218 (97.32%)	6 (2.68%)	179 (79.91%)
NEB	B_vs_P	312	258 (82.69%)	251 (97.29%)	7 (2.71%)	213 (82.56%)
NEB	P_vs_L	262	213 (81.3%)	203 (95.31%)	10 (4.69%)	168 (78.87%)

^a^ The differentially expressed miRNAs in RNA sequencing have an average expression (calculated across both tissues denoted in the “Tissue comparison” column) ≥ 50 counts and is expressed in at least 25% of the total number of replicates for each pairwise comparison. The percentage of concordant and discordant miRNAs are calculated based on the number of miRNAs assayed by EdgeSeq. Significant miRNAs in EdgeSeq: abs(log_2_FC) > 1 and p_adj_ < 0.05

### Validation of differentially expressed miRNAs from RNASeq with Fireplex

An aliquot of RNA from each tissue was sent to Abcam for testing on their FirePlex, hybridization and flow sorting platform. A total of 131 miRNA probes were included on a custom made FirePlex panel for the three tissues and the samples were run in triplicates. A full list of the probes and the number of tissues in which they were detected is presented in Additional file 1: Table S10. Nineteen miRNA detected by sequencing were below the limit of detection for FirePlex. 32% (6/19) of the undetected FirePlex miRNA probes had an average expression of less than 100 counts in RNASeq. A two-tailed t-test was used to carry out differential expression analysis for pairwise comparisons of the tissues and a nominal *P* < 0.05 was used to determine significance. On average, ~ 70% of the miRNAs that were detected by FirePlex were concordant with RNASeq in both directionality and statistical significance. Of the miRNAs that were measured to be significantly differentially expressed by sequencing, but not by FirePlex (*p*-value> 0.05), a significant proportion of them (87%) were in agreement with RNASeq regarding the directionality of the fold change. Table 3 summarizes the comparison between RNASeq and FirePlex.

**Table 3:** Number of miRNAs differentially expressed in RNA sequencing validated by FirePlex^a^

Kit	Tissue Comparison	Differentially Expressed miRNAs (RNASeq)^a^	Assayed by FirePlex	Concordant – in same direction as RNASeq (%)	Discordant – in opposite direction as RNASeq (%)	Concordant and Significant (%)
BiooScientific	B_vs_L	322	47	39 (82.98%)	8 (17.02%)	28 (59.57%)
BiooScientific	B_vs_P	366	54	52 (96.3%)	2 (3.7%)	35 (64.81%)
BiooScientific	P_vs_L	317	42	41 (97.62%)	1 (2.38%)	32 (76.19%)
Illumina-TruSeq	B_vs_L	227	43	39 (90.7%)	4 (9.3%)	29 (67.44%)
Illumina-TruSeq	B_vs_P	295	53	50 (94.34%)	3 (5.66%)	35 (66.04%)
Illumina-TruSeq	P_vs_L	241	38	38 (100%)	0 (0%)	31 (81.58%)
NEB	B_vs_L	250	45	39 (86.67%)	6 (13.33%)	29 (64.44%)
NEB	B_vs_P	312	51	50 (98.04%)	1 (1.96%)	34 (66.67%)
NEB	P_vs_L	262	39	39 (100%)	0 (0%)	31 (79.49%)

The differentially expressed miRNAs in RNA sequencing have an average expression (calculated across both tissues denoted in the “Tissue comparison” column) ≥ 50 counts and is expressed in at least 25% of the total number of replicates for each pairwise comparison. The percentage of concordant and discordant miRNAs are calculated based on the number of miRNAs assayed by FirePlex. Significant miRNAs in FirePlex: *p* < 0.05

### Comparison of RNASeq kits for extracellular plasma RNA

We next sought to compare low input RNASeq from a different sample type; plasma. 

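Plasma from volunteers was pooled, RNA was isolated from 6 volumes of the pool (200 μL, 500 μL, 1 mL, 2 mL, 3 mL and 5 mL), and a small RNA library of each volume was made with the TruSeq kit and with the NEXTFlex kit of BiooScientific at Site 1. This gave 12 libraries, 1 per kit and volume. The RNA is extracellular RNA, which circulates in plasma outside cells, and the kits differ in how adapters are joined to it, since the NEXTFlex adaptors carry random bases at the end that is ligated. The text of the section gives 5 volumes, whereas the files and the legend of Fig. 8a give 6. The authors clipped the adapters, discarded short reads and reads from rRNA and library contaminants, mapped the rest to the human genome and then to a library of human transcripts that includes the mature miRNAs of miRBase, and deposited the raw read counts of 1652 mature miRNAs per library. A second deposited value per miRNA is the raw count divided by a size factor for the library, from the median ratio method of DESeq2 over the 12 libraries. The counts of other RNA biotypes and the number of reads mapped to the transcriptome are not in the files analysed here. RPM was therefore computed relative to the total of miRNA counts of a library, and not relative to the reads mapped to the transcriptome as in the paper.

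The NEXTFlex libraries held 14166388 miRNA counts at 200 μL, 8643045 at 500 μL, 41124994 at 1 mL, 7668533 at 2 mL, 20808347 at 3 mL and 3056735 at 5 mL. The TruSeq libraries held 4322304, 5472702, 4742472, 4821128, 5021800 and 5019176 miRNA counts at the same volumes. The largest NEXTFlex total was 13.5 times the smallest, and the largest TruSeq total was 1.27 times the smallest. Taking 3 counts as the least that can be told from none, the smallest abundance a library could show was between 0.0729 RPM (NEXTFlex, 1 mL) and 0.981 RPM (NEXTFlex, 5 mL). A threshold of 1 RPM was 3.06 counts in the shallowest library and 41.1 counts in the deepest. The total did not follow the volume in either kit (Pearson's r with log10 volume -0.356 in NEXTFlex, exact permutation p = 0.486, Spearman's rho -0.371, exact p = 0.497, and r 0.391 in TruSeq, exact permutation p = 0.444, rho 0.371, exact p = 0.497, 6 libraries each). Over the 6 relations with depth that were computed, the adjusted p was 0.687 for both r and 0.746 for both rho. Without the 200 μL and 5 mL libraries, r was 0.131 in NEXTFlex and -0.558 in TruSeq (exact permutation p = 0.875 and 0.542).

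No volume was sequenced more than 1 time with a kit, so the 6 volumes served as the repeats of a kit, and every SD between libraries of a kit includes the effect of volume. Sequencing lanes and dates of these libraries are not given in the labels or the paper, so no batch other than the kit itself could be examined. Both libraries of a volume were compared to see whether a volume is a pair in the data. After the mean of each miRNA in each kit was subtracted, the log2 normalized counts of a NEXTFlex and a TruSeq library correlated across 679 miRNAs with a mean r of 0.198 at the same volume (6 pairs) and -0.0369 at different volumes (30 pairs). The exact permutation p over the 720 pairings of the volumes was 0.00139, the smallest they can give. Comparisons between kits are therefore given both without and with the volume as a block.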

We chose two kits; TruSeq (results for TruSeq and NEB Next were very similar for all of the tissue comparisons) and the NEXTFlex kit (because it was the most different from the other two kits). We examined the effect of plasma input volume on sequencing results. Total extracellular RNA was isolated from five different volumes of a large pooled plasma sample, from 200 μL to 5 mL. Figure 8a is a stacked bar plot that shows the average percentage of reads that map to different RNA biotypes for NEXTFlex and TruSeq. The NEXTFlex kit has a higher percentage of reads that align to miRNAs (NEXTFlex: 74%; TruSeq: 64%). The remaining reads map to YRNA fragments and together, the miRNAs and YRNA fragments make up ~ 95% of the sequencing from these plasma samples in both kits. 

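Counts normalized by the median ratio method were put on the log2 scale after adding 1, and the 679 miRNAs with more than 10 normalized counts in at least 25% of the 12 plasma libraries were used for principal component analysis. PC1 held 70.3% of the variance and PC2 9.46%. On PC1 the NEXTFlex libraries had a mean score of -23.9 ± 2.86 (SD, n = 6 volumes) and the TruSeq libraries 23.9 ± 0.775 (SD, n = 6), with every library of a kit on its own side (exact permutation p = 0.00216, the smallest that 6 libraries against 6 allow). The total variance over these miRNAs was divided between kit and volume. The kit took 69.9% (exact permutation of the kits within volumes, p = 0.0312, the smallest these 64 relabelings allow), and the volume took 18.4% (exact permutation of the volumes within kits, p = 0.00139, the smallest 720 pairings allow). The remaining 11.7% was left to neither. Because 6 volumes absorb variance in any arrangement, the volume share is to be read against the mean of 15.1% over the permuted volumes. With all 1323 miRNAs that had a count in at least 25% of libraries, the setting that moved PC1 and the kit share most, PC1 held 52.4% of the variance, the kit 52.0% and the volume 26.2%, and the volume share moved most when each miRNA was scaled to unit variance, to 28.95%.

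The same comparison was made miRNA by miRNA from the raw counts with edgeR's quasi-likelihood test. Between the kits, 273 of 437 miRNAs tested (62.5%) had an adjusted p under 0.05 and a fold change over 2, of which 121 were higher in NEXTFlex and 152 in TruSeq. Of the 273, 262 differed in the same direction at all 6 volumes. A difference over 10-fold was found for 38 miRNAs. With the volume as a replicate block the number was also 273. Between the low volumes (200 and 500 μL) and the high volumes (2, 3 and 5 mL), 42 of 415 miRNAs tested (10.1%) passed the same threshold with the kit as a covariate. The median absolute log2 fold change was 1.29 between kits and 0.411 between volume groups. The number between kits changed most without the filter on low counts, to 520 of 1652 miRNAs, of which 291 were higher in NEXTFlex and 229 in TruSeq. Which kit had more of the differing miRNAs was thus not stable. The numbers higher in NEXTFlex and in TruSeq were 148 and 138 without the 5 mL libraries, and 131 and 141 with DESeq2.

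The miRNAs named here follow a rule set before the files arrived, the largest fold changes in each direction that held at all volumes. hsa-miR-1246 was the most increased in NEXTFlex, with 368 ± 308 normalized counts (SD, n = 6) against 1.38 ± 2.16 in TruSeq (SD, n = 6), where its raw counts were between 0 and 3, and a log2 fold change of 7.88 (standard error 0.844, adjusted p = 1.78e-07, edgeR). hsa-miR-1-3p had 5745 ± 2203 normalized counts in NEXTFlex and 135 ± 63.3 in TruSeq (log2 fold change 5.34, standard error 0.379, adjusted p = 1.06e-09, edgeR). For hsa-miR-7-5p the normalized counts were 4468 ± 606 and 108 ± 29.3 (log2 fold change 5.28, standard error 0.229, adjusted p = 2.09e-12, edgeR). hsa-miR-369-3p had a log2 fold change of 5.01 (standard error 0.314, adjusted p = 2.03e-10, edgeR). In the other direction, hsa-miR-191-5p had 8185 ± 1831 normalized counts in NEXTFlex and 580326 ± 72863 in TruSeq (log2 fold change -6.23, standard error 0.211, adjusted p = 1.29e-13, edgeR). hsa-miR-127-3p had 737 ± 215 and 38752 ± 4940 (log2 fold change -5.80, standard error 0.239, adjusted p = 1.15e-12, edgeR), and hsa-miR-22-3p 14547 ± 2638 and 458122 ± 125395 (log2 fold change -5.06, standard error 0.239, adjusted p = 7.02e-12, edgeR). hsa-miR-4746-5p, with at most 13 raw counts in a NEXTFlex library, had a log2 fold change of -5.13 (standard error 0.429, adjusted p = 8.47e-09, edgeR).

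Precursor genes were matched to these miRNAs by name in the GRCh37 annotation. MIR191 lies on chromosome 3 from 49058051 to 49058142 in an intron of DALRD3, and MIR127 on chromosome 14 from 101349316 to 101349412 in an exon of the long non-coding RNA MIR493HG. MIR369 lies on the same chromosome from 101531918 to 101532024 in an intron of MEG9. MIR4746 lies on chromosome 19 from 4445975 to 4446045 with no gene around it on its strand. hsa-miR-7-5p has 3 precursor genes, MIR7-1 on chromosome 9 from 86584663 to 86584772 in an untranslated region of HNRNPK, MIR7-2 on chromosome 15 from 89155056 to 89155165 and MIR7-3 on chromosome 19 from 4770682 to 4770791. Of the precursors of hsa-miR-1-3p, MIR1-1 lies on chromosome 20 from 61151510 to 61151586 in an intron of MIR1-1HG. No gene of the matching name was found in the annotation for hsa-miR-1246 and hsa-miR-22-3p. From the separation of the libraries by kit, the paper concludes that kits differ more than input volumes do.

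**Figure D1:**
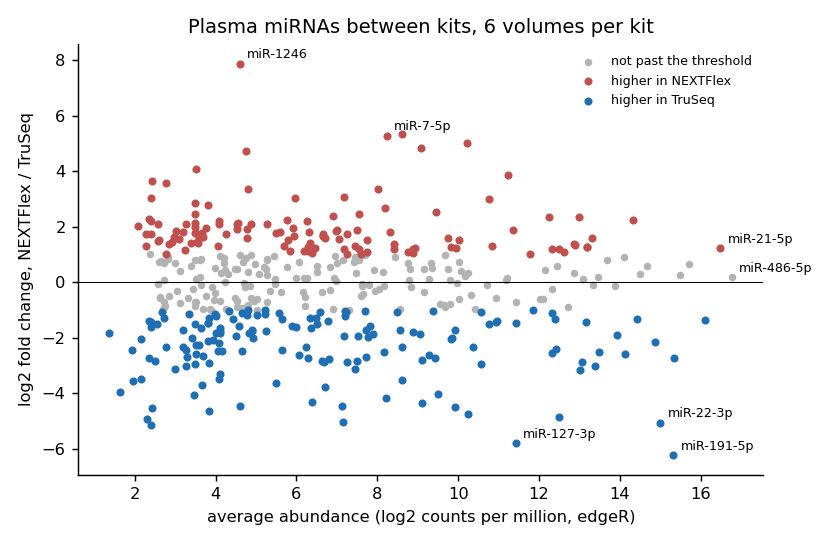
Log2 fold change between NEXTFlex and TruSeq of each of the 437 plasma miRNAs tested with edgeR, against its average abundance in log2 CPM. Coloured points are the 121 miRNAs higher in NEXTFlex and the 152 higher in TruSeq past the threshold, and grey points are the others. hsa-miR-1246 is the highest point at 7.88 and hsa-miR-191-5p, among the most abundant miRNAs, the lowest at -6.23.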

The samples segregate by kit type, and not by their input volumes (Fig. 8b), revealing that the difference in the kits is greater than the difference in input volume. 

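The low volumes were 200 and 500 μL (4 libraries) and the high volumes 2, 3 and 5 mL (6 libraries), with the 1 mL libraries in neither group. On PC2, which held 9.46% of the variance, the NEXTFlex libraries had scores from -15.6 to -5.60 at the low volumes and from 4.19 to 13.1 at the high volumes. The TruSeq scores were from -11.3 to -11.0 and from 5.13 to 10.0. The groups did not overlap in either kit, and the mean score was 18.4 higher at the high volumes (exact permutation of the volume groups within kits, p = 0.01, the smallest that the 100 splits allow). Among the settings tried, the filter on more than 50 counts in every library changed this difference most, to 9.96, with the same p of 0.01 from the exact permutation test. With each volume left out in turn the difference stayed between 17.3 and 21.4. The exact permutation p was then 0.0625 without 200 or 500 μL, the smallest that the 16 splits left allow, 0.0556 without 2, 3 or 5 mL, where the 36 splits left allow 0.0278, and 0.01 without 1 mL.

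In edgeR's quasi-likelihood test with the kit as a covariate, 42 of the 415 miRNAs tested had an adjusted p under 0.05 and a fold change over 2, of which 37 were higher at the high volumes and 5 at the low volumes. All 42 changed in the same direction in both kits, but their choice by a fit over both kits favours this, so it is not separate support. Over all 415 miRNAs, 283 (68.2%) changed in the same direction in both kits, and the fold changes of the kits correlated with a Pearson's r of 0.450 and a Spearman's rho of 0.438 across miRNAs, which are not independent replicates. The number moved most with log10 volume as a continuous covariate over all 12 libraries and no fold-change minimum, to 136 of 437 miRNAs tested. Of these, 58 rose and 78 fell with volume, so the majority was reversed. Without the kit covariate no miRNA passed (0 of 415). The split into higher at high and at low volumes was 33 and 15 with DESeq2, and 31 and 15 with median-ratio size factors. It was 62 and 47 without a fold-change minimum, 27 and 24 without the NEXTFlex 2 mL library, and 34 and 4 with at least 10 counts in every library.

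hsa-miR-19b-3p, the most increased at high volumes, had a mean of 4387 normalized counts at the low volumes (2 libraries, 3750 and 5024) and 16159 at the high volumes (3 libraries, 12966 to 19122) in NEXTFlex. In TruSeq the means were 7302 (5147 and 9458) and 48513 (30528 to 72953), and the log2 fold change over both kits was 2.40 (standard error 0.297, adjusted p = 0.00018, edgeR). hsa-miR-19a-3p had a log2 fold change of 2.18 (standard error 0.331, adjusted p = 0.000634, edgeR) and hsa-let-7g-3p of 2.14 (standard error 0.402, adjusted p = 0.00197, edgeR). Of the miRNAs higher at low volumes, hsa-miR-203a-3p had a log2 fold change of -2.45 (standard error 0.521, adjusted p = 0.00432, edgeR) on between 0 and 443 raw counts per library. Its mean normalized counts at low and high volumes were 73.5 and 22.0 in NEXTFlex, and 56.4 and 1.63 in TruSeq. The kits differed in this change (log2 difference 3.66, adjusted p = 0.0354, edgeR interaction test). hsa-miR-1468-5p had a log2 fold change of -1.47 (standard error 0.266, adjusted p = 0.00162, edgeR) and hsa-miR-6741-3p of -1.27 (standard error 0.233, adjusted p = 0.00175, edgeR). MIR19B2, 1 of the precursors of hsa-miR-19b-3p, lies on chromosome X of GRCh37 from 133303701 to 133303797, and MIRLET7G on chromosome 3 from 52302292 to 52302379 in an intron of WDR82. For hsa-miR-19a-3p, hsa-miR-203a-3p and hsa-miR-6741-3p the annotation held no gene of the matching name. The paper states that the low and the high volumes cluster differently.

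**Figure D2:**
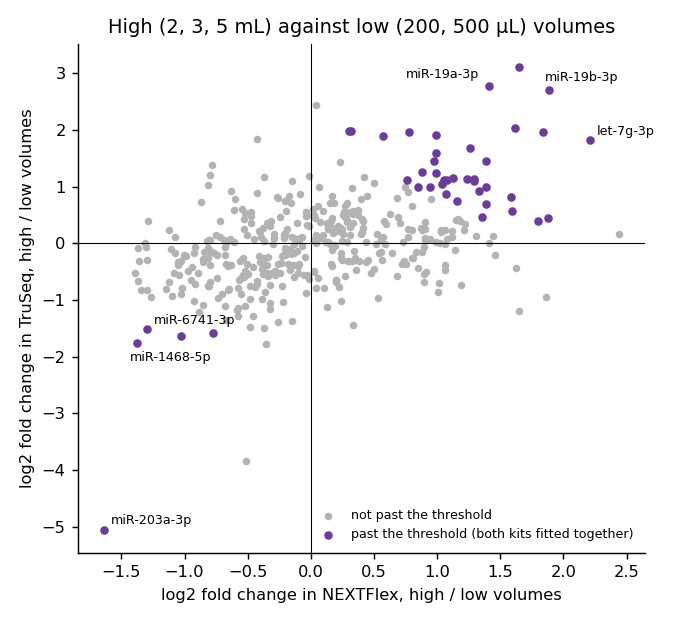
Log2 fold change between the high (2, 3 and 5 mL) and the low (200 and 500 μL) volumes of each of the 415 miRNAs tested, in NEXTFlex on the horizontal axis and in TruSeq on the vertical axis. The 42 miRNAs past the threshold with both kits fitted together are coloured. All lie in the quadrants where both kits changed in the same direction, which their choice by that fit favours.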

The low input volumes (200 μL, 500 μL) and the high input volumes (2, 3 and 5 mL) do cluster differently. 

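The number of miRNAs above each threshold was counted per library, with RPM relative to the total of miRNA counts. Above 1 RPM there were 646 ± 21.4 miRNAs in NEXTFlex (SD, n = 6 volumes) and 620 ± 16.8 in TruSeq (SD, n = 6), a difference of 26.2 (exact permutation p = 0.026). From 200 μL to 5 mL the NEXTFlex numbers were 633, 634, 632, 666, 680 and 631, and the TruSeq numbers 593, 605, 628, 633, 627 and 633, so that NEXTFlex was higher at 5 of 6 volumes. Above 10 RPM the numbers were 352.5 ± 12.5 and 348 ± 8.85 (SD, n = 6 each), and the difference of 4.5 was within the spread between volumes (exact permutation p = 0.489), with NEXTFlex higher at 4 of 6 volumes. Above 100 RPM they were 186 ± 7.44 and 175 ± 5.43 (SD, n = 6 each), a difference of 11.2 (exact permutation p = 0.0216), in the same direction at 6 of 6 volumes. Adjusted for the 3 thresholds by the Benjamini-Hochberg method, the exact permutation p-values were 0.039, 0.489 and 0.039, in the order of the thresholds. With the volume as a replicate block, the differences of 26.2, 4.5 and 11.2 miRNAs had exact sign-flip p-values of 0.0625, 0.406 and 0.0312, the last being the smallest that 6 pairs allow, and 0.0938, 0.406 and 0.0938 after the same adjustment of the exact sign-flip test.

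The NEXTFlex libraries held more miRNA counts in the median, 11404716.5 against 4920152, although the NEXTFlex library at 5 mL had the smallest total of all. After every library was downsampled at random to 3056735 counts, the differences were 27.3 above 1 RPM (exact permutation p = 0.0606, exact sign-flip p within volumes 0.0312), 6 above 10 RPM (exact permutation p = 0.379) and 10.7 above 100 RPM (exact permutation p = 0.0216). The setting that moved the differences most was counting DESeq2 normalized counts above the same numbers in place of RPM, under which TruSeq had more miRNAs, with differences of -61.2, -13.2 and -14. The exact permutation p-values of these differences were 0.0844, 0.0303 and 0.00216, and NEXTFlex was higher at 1, 1 and 0 of 6 volumes. Normalized counts are not scaled to the total of the library, and the same number then stands for another abundance. With size factors of 0.477 to 0.716, 1 read was enough to pass 1 normalized count in every TruSeq library. In NEXTFlex that held only at 5 mL (0.432), since the other size factors were 1.10 to 6.16. The difference of -61.2 therefore compares unlike cutoffs at the volumes other than 5 mL. Unlike cutoffs do not account for all of it. At 5 mL, where 1 read was enough in both kits, the deficit of NEXTFlex was the largest, 854 against 1063.

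Across the 6 volumes of a kit, the number above 1 RPM was related to log10 volume in TruSeq (Pearson's r 0.915, exact permutation p = 0.0111, adjusted p = 0.0333 over 6 trends, Spearman's rho 0.783, exact p = 0.0778, adjusted p = 0.156). In NEXTFlex no trend was detected (r 0.440, exact permutation p = 0.383, adjusted p = 0.383, rho -0.0286, exact p = 1, adjusted p = 1). Without the 200 μL and 5 mL libraries, r in TruSeq was 0.799 (exact permutation p = 0.208), and the 24 orders of the 4 libraries left allow no exact p below 0.0417. Without the same volumes r in NEXTFlex was 0.920 (exact permutation p = 0.167). At 10 RPM the r was 0.923 in TruSeq (exact permutation p = 0.0111, adjusted p = 0.0333, rho 0.886, exact p = 0.0333, adjusted p = 0.1) and 0.644 in NEXTFlex (exact permutation p = 0.176, adjusted p = 0.265, rho 0.543, exact p = 0.297, adjusted p = 0.357). At 100 RPM it was 0.841 in TruSeq (exact permutation p = 0.0444, adjusted p = 0.0889, rho 0.899, exact p = 0.0278, adjusted p = 0.1) and 0.518 in NEXTFlex (exact permutation p = 0.3, adjusted p = 0.36, rho 0.725, exact p = 0.122, adjusted p = 0.183). Whether the trends differ between kits was not tested. From Fig. 8c the paper states that NEXTFlex detected more miRNAs than TruSeq in plasma, as in tissue. Its conclusions, which are not specific to plasma, attribute the larger number to the random adaptor sequence of NEXTFlex, which reduces ligation bias.

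**Figure D3:**
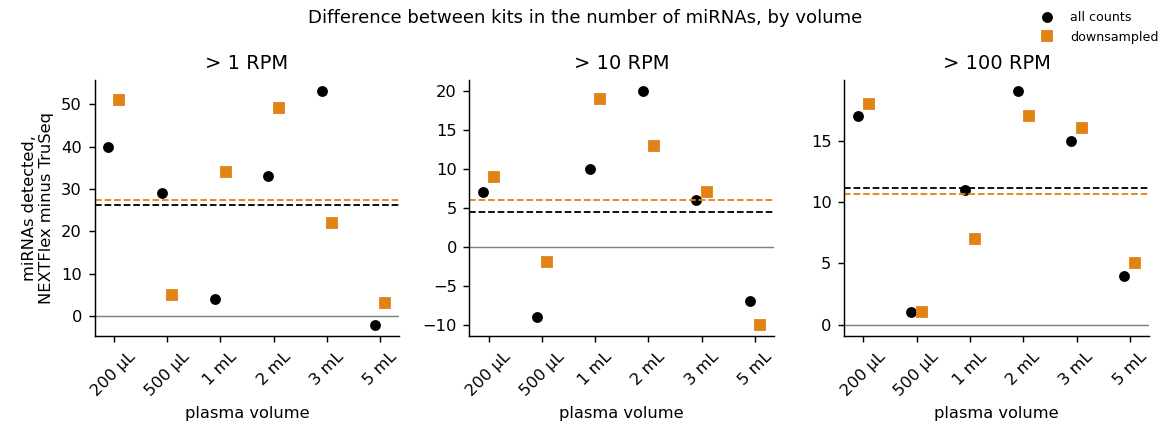
Number of miRNAs detected with NEXTFlex minus the number detected with TruSeq at each plasma volume, above 1, 10 and 100 RPM, from all counts (circles) and after downsampling to the same total (squares). Dashed lines are means over the 6 volumes. The difference is above 0 at every volume only above 100 RPM when all counts are used.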

As with the tissue samples, the number of miRNAs detected for NEXTFlex at three different thresholds, > 1, 10 and 100 RPM, is greater than TruSeq (Fig. 8c).

**Fig. 8:**
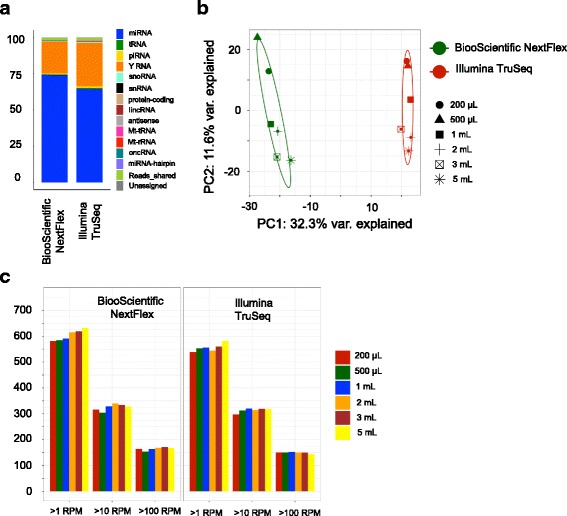
**a** Average percentage of reads mapped to the human transcriptome to RNA biotypes for Illumina TruSeq and BiooScientific NEXTFlex for the plasma samples. The percentages presented here are averaged over the 6 different volumes for each kit respectively. **b** PCA plot of the plasma samples show clustering of the samples by kit-type and not by input volume. **c** Number of miRNAs detected at three expression thresholds: > 1 read per million mapped to the genome (RPM), > 10 RPM and > 100 RPM for all the plasma samples for Illumina TruSeq and BiooScientific NEXTFlex

## Discussion

Investigators interested in small RNAs have a number of choices regarding which of the protocols and kits for RNA isolation, library sample preparation, and downstream validation platforms would be most suitable for their experiments. The findings of the miRNA Quality Control Study described significant differences among platforms for miRNA detection [9]. We were further concerned about the potential exacerbation of small RNASeq bias and lack of concordance when using samples with low RNA inputs [17, 19]. Therefore, we wanted to characterize sources of variation in small RNASeq from low input amounts of RNA, and correlate these results with downstream validation platforms. These studies could help identify strategies that could increase the rigor and reproducibility of data across projects and laboratories.

We assessed the data quality from small RNASeq when reducing RNA input by 100× from 1 μg to 10 ng, and the correlation of the sequencing results from these 10 ng samples with downstream validation platforms. We used three different tissues, brain, liver and placenta to examine differences in RNA expression across three sequencing kits (NEB Next, NEXTFlex, and TruSeq). We then took the differential expression patterns between tissues and assayed them on platforms that used qPCR (Qiagen miRNome assay) or miRNA hybridization strategies with different readouts, sequencing with HTG EdgeSeq and flow sort using Abcam FirePlex. To enable comparisons across the kits, all data analyses were performed identically on all samples.

While each of the kits have inherent sequencing biases for a subset of detected RNAs (Additional file 1: Table S9), these kit specific differences were minor compared with biological differences in each tissue. It is worth noting that the TruSeq kit detected far more tRNA fragments than the other kits. It is unclear what the true proportion of tRNA fragments are in the liver samples and this should be further tested. While we were able to discern minor differences for each kit and its performance, reassuringly the majority of miRNA data correlated well across kits for each tissue and input amount. Minor differences between the kits were identified and should be considered when choosing a kit for a project. More miRNA was detected in samples sequenced with the NEXTFlex kit at both input concentrations. However, this kit also showed larger site-to-site differences, and a higher number of reads that were too short, especially when the input RNA amount was 10 ng.

Expression thresholds are an important consideration for miRNA studies. For studies profiling and discovering small RNA biotypes as potential readouts of health and disease, it may be useful to identify and report RNAs expressed at low levels across a variety of tissues and biofluids – especially while the field is in the early phases of discovery. It is currently unknown what threshold is appropriate for biological relevance or diagnostic purposes for small RNA. For example, RNAs discovered via sequencing that have low numbers of counts, may still be robustly detected when using a targeted approach. Notably, however, higher levels of expression will be more accurately detected across sites, studies, and platforms. We identified miRNAs differentially expressed between two tissues with > 50 read counts. We then assessed these miRNA changes on other platforms. Not surprisingly, miRNA that have low levels of expression and are identified as differentially expressed between two tissues by sequencing, are harder to validate with one another and on other platforms (Fig. 6), compared to miRNA that are highly expressed with large fold changes. Using 50 read counts as the cutoff threshold, approximately 56% of all miRNAs found to be differentially expressed were common across all three kits.

Biological differences were preserved and validated across all platforms. For example, brain compared with placenta had the largest number of differentially expressed miRNA detected by RNASeq. The differentially expressed miRNAs in these two tissues were also consistently detected with the highest concordance in each platform (Tables 1, 2 and 3). We were generous with the term validation; downstream platforms needed to measure changes in expression in the same direction as RNASeq. If any of these downstream assays were to be turned into validation platforms or diagnostic tools, they would need to be optimized and further assessed for their ability to detect similar significant fold changes. The HTG EdgeSeq results were closest to the RNASeq results with greater than 95% concordance (Table 2), potentially because the readout of the platform itself is sequencing.

The Qiagen qPCR high-throughput assay performs reasonably well as a validation protocol, with on average, ~ 85% of the miRNAs in agreement with RNASeq. HTG EdgeSeq is based on next generation sequencing technologies; the HTG EdgeSeq library preparation enriches for miRNAs by probe-based capture and has on average ~ 80% concordance with RNASeq. The majority (~ 82%) of the remaining miRNAs that were not statistically significant in HTG EdgeSeq have fold changes in the same direction as RNASeq. FirePlex too utilizes a probe-based miRNA enrichment strategy with no separate RNA isolation step. There is a reasonably high level of concordance with RNASeq (~ 70%), with the majority of the fold changes of miRNAs that did not reach significance, in the same direction as in RNASeq. However, it is important to keep in mind that all three technologies discussed here do not have the ability to distinguish sequence or length variations or isoforms of miRNAs (isomiRs) from the canonical mature miRNA.

It appears that as the average expression of the miRNAs in RNASeq increases beyond 250–300 RPM, there is a good correlation with both Qiagen qPCR and HTG EdgeSeq as validation platforms. This is especially useful to be aware of when working with extracellular RNA from biofluid samples where the miRNA profiles are dominated by a few miRNAs with orders of magnitude more expression compared to the remaining miRNAs.

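In the plasma libraries, the 10 most abundant miRNAs held 60.0% ± 3.65 of the miRNA counts with NEXTFlex (SD, n = 6 volumes) and 57.1% ± 2.78 with TruSeq (SD, n = 6), and the 50 most abundant held 91.5% ± 0.953 and 91.5% ± 1.06. Between 5 and 9 miRNAs made up 50% of the counts of a library, and between 38 and 51 made up 90%. The largest count was 4.66 to 5.25 orders of magnitude above the median count of the miRNAs with at least 1 count. The share of the 10 most abundant was 2.88 percentage points higher with NEXTFlex, which was within the spread between volumes (exact permutation p = 0.152, and an exact sign-flip p of 0.0625 with the volume as a block). Taking the single most abundant miRNA in place of 10 changed the comparison most, with 17.0% ± 3.88 for NEXTFlex and 10.9% ± 1.32 for TruSeq (SD, n = 6 each, exact permutation p = 0.00866). With the volume as a block the exact sign-flip p of that difference was 0.0625, and at 200 μL the share was lower with NEXTFlex, 10.9% against 12.0%.

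In NEXTFlex the highest mean shares were those of hsa-miR-21-5p (14.7% ± 4.92, SD, n = 6), hsa-miR-486-5p (13.0% ± 6.12), hsa-let-7f-5p (7.29% ± 1.94), hsa-let-7a-5p (5.49% ± 2.00) and hsa-miR-26a-5p (4.46% ± 1.14). In TruSeq they were those of hsa-miR-486-5p (9.49% ± 2.34, SD, n = 6), hsa-miR-26a-5p (8.85% ± 2.06), hsa-miR-191-5p (7.24% ± 1.31), hsa-miR-92a-3p (6.27% ± 1.74) and hsa-miR-22-3p (5.57% ± 1.04). The first rank differed between volumes. In NEXTFlex it was held by hsa-miR-486-5p at 200 and 500 μL and by hsa-miR-21-5p from 1 mL upwards. In TruSeq it was held by hsa-miR-26a-5p at 200 μL, 1 mL and 2 mL, and by hsa-miR-486-5p at 500 μL, 3 mL and 5 mL. hsa-miR-191-5p held 0.122% ± 0.0320 of the NEXTFlex counts and hsa-miR-22-3p 0.217% ± 0.0494 (SD, n = 6 each). With at least 3056735 counts per library, a share of 9.81e-05% or more could be seen in every library. In GRCh37, MIR21 lies on chromosome 17 from 57918627 to 57918698 in an untranslated region of VMP1, and MIR486 on chromosome 8 from 41517959 to 41518026. hsa-miR-26a-5p has 2 precursor genes, MIR26A1 on chromosome 3 from 38010895 to 38010971 in an intron of CTDSPL and MIR26A2 on chromosome 12 from 58218392 to 58218475 in an intron of CTDSP2. The paper describes an expression level in sequencing above which the correlation with qPCR and EdgeSeq appears good. It adds that this level is especially worth knowing for biofluids, whose profiles a few miRNAs dominate.

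**Figure D4:**
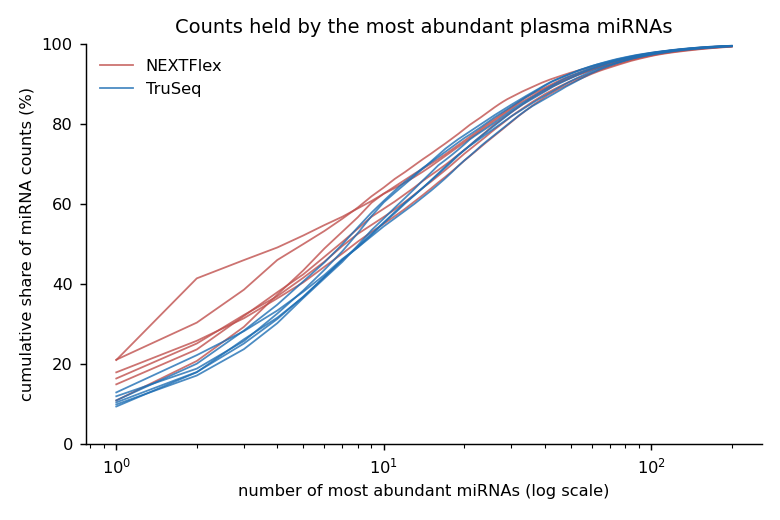
Cumulative share of the miRNA counts of a library, in percent, held by its most abundant miRNAs, whose number is on a log axis. Each line is 1 of the 12 plasma libraries, coloured by kit. All lines pass 50% within the 9 most abundant miRNAs and 90% within the 51 most abundant.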

We also assessed small RNASeq with plasma samples at different volumes. For research purposes, plasma sample volumes are typically limited so that many different assays and analyses can be performed using the same sample. If the RNAs related to a disease were identified and present in plasma for use as a diagnostic, acquiring larger volumes would not be a problem. However, we tested a range of volumes for RNA input consistent with what is used for research and discovery, from 200 μL to 5 mL. We found that the data across all volumes correlated very well. 

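For each pair of plasma libraries, Pearson's r was computed across the 679 miRNAs with more than 10 normalized counts in at least 25% of libraries, on log2 normalized counts after adding 1. These correlations run across miRNAs, which are not independent replicates, and no test was made of them. Between volumes of the same kit the mean r was 0.974 ± 0.0109 (SD over 30 pairs). It was 0.972 within NEXTFlex (15 pairs, 0.945 to 0.990) and 0.977 within TruSeq (15 pairs, 0.958 to 0.989). Between the kits the mean r was 0.883 ± 0.0110 at the same volume (SD over 6 pairs, 0.869 to 0.896) and 0.877 ± 0.0138 at different volumes (SD over 30 pairs). The lowest r between volumes of a kit, 0.945, was above the highest r between kits, 0.896. Spearman's rho was 0.963 on average between volumes of a kit and 0.851 between kits at the same volume. The correlations moved most on the linear scale, where the few most abundant miRNAs weigh most, to 0.925 between volumes of a kit and 0.675 between kits at the same volume. From correlations of this kind the paper concludes that the data of all volumes correlate closely.

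**Figure D5:**
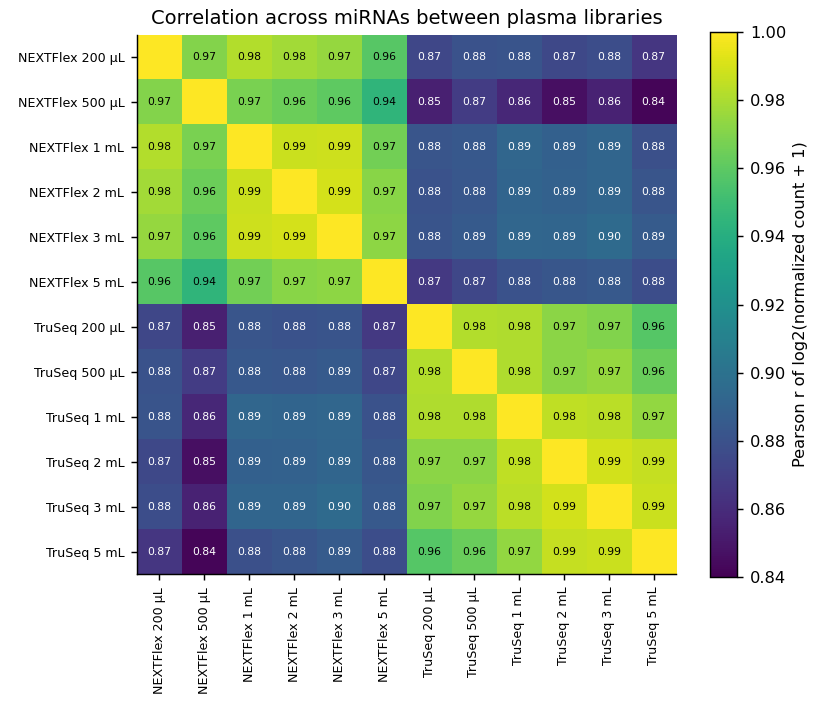
Pearson's r across 679 miRNAs between each pair of the 12 plasma libraries, on log2 normalized counts after adding 1, with the libraries ordered by kit and volume on both axes. The blocks of pairs within NEXTFlex and within TruSeq, 0.945 or higher, stand out from the pairs between kits, 0.896 or lower.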

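Within NEXTFlex, the mean r across miRNAs was 0.970 between the 200 μL and 500 μL libraries (1 pair), 0.978 among the 2, 3 and 5 mL libraries (3 pairs) and 0.963 between the low and the high volumes (6 pairs, 0.945 to 0.978). Within TruSeq it was 0.982 (1 pair), 0.987 (3 pairs) and 0.968 (6 pairs, 0.958 to 0.975). In TruSeq every pair across the volume groups was below every pair within a group. In NEXTFlex the ranges overlapped, since the pairs among the high volumes reached down to 0.972. The pair of low volumes, at 0.970, was also below the pairs of 200 μL with 2 mL (0.978) and with 3 mL (0.9745). The PC2 score rose with log10 volume in both kits. Pearson's r was 0.835 in NEXTFlex (exact permutation p = 0.0389, Spearman's rho 0.943, exact p = 0.0167) and 0.954 in TruSeq (exact permutation p = 0.00556, rho 0.886, exact p = 0.0333), with 6 libraries each. Adjusted over the 4 relations of a component with volume that were computed, the exact permutation p of Pearson's r was 0.0778 in NEXTFlex and 0.0222 in TruSeq, and that of rho 0.0667 in both. Without the 200 μL and 5 mL libraries, r was 0.923 in NEXTFlex (exact permutation p = 0.0417) and 0.957 in TruSeq (exact permutation p = 0.0833). PC2 held 9.46% of the variance, and its share moved most when each miRNA was scaled to unit variance, to 14.2%. The paper states that the smallest volumes had a tendency to lie slightly apart from the larger ones.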

The smallest volumes tended to cluster slightly away from the larger volumes. However, it should be noted that these findings were from freshly isolated good quality plasma; whether these findings hold up for archival samples of variable age was not explored.

There are a growing number of studies that have identified small RNAs as pivotal to normal cellular function and development of disease [20–22], yet reproducibility of data across laboratories has been challenging [3, 23]. In addition, there has become an enthusiastic interest in extracellular RNAs and what types of small RNAs are in circulation [4, 6, 12–14]. Many of these areas of investigation are limited by the RNA available, necessitating a careful examination of how well kits and platforms perform with low RNA input. We need to explore and identify the boundaries to what is robust and reproducible in low input experiments. One area of potential challenge to data reproducibility is in the types of discovery and validation platforms used. We tested the effects of low RNA input on the robustness of data generated from RNASeq. Our major finding was a significant increase in the number of miRNAs detected using the NEXTFlex kit, that would have an impact on downstream analysis and validation. While our paper was under review, another paper from Dard-Dascot et al., 2018 [24], found similar results when comparing five different sequencing kits. They also concluded that the NEXTFlex kit provided a higher diversity of miRNA.

All of these data are available and can be combined with the data from Pine et al., 2018 [15] using the same samples. Performance of new sequencing protocols and platforms can be compared with this data to assess performance.

## Conclusions

The results indicate 4 important findings: 1) We recommend using the BiooScientific NEXTFlex kit, as it detects the largest number of miRNAs, owing to its 4 N random adaptor sequence that ameliorates ligation bias. However, there are challenges to implementing this kit with low input RNA. When using this kit, both sites found an increased amount of reads that were too short to be used in downstream analysis, the kit required more experience and familiarity before technicians were able to use it consistently. 2) Reassuringly, the biological difference between tissues for miRNAs exceed that of the difference in input RNA or between the three small RNA sequencing kits tested here. 3) The validation of findings from RNA sequencing experiments by other technologies such as qPCR, EdgeSeq and FirePlex is principally dependent on the expression levels in RNA sequencing; the higher the expression and fold change of the RNA, the more likely it will be validated in other technologies. 4) Small RNA sequencing from freshly extracted plasma samples can be carried out efficiently with input volumes as low as 200 μL with over 300 miRNAs detected at > 10 read counts. 

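At 200 μL, 704 of the 1652 miRNAs had more than 10 read counts with NEXTFlex (1 library, no replicates, 95% Wilson binomial confidence interval 665 to 744) and 477 with TruSeq (1 library, no replicates, 442 to 514). These intervals treat the miRNAs as independent draws and do not measure how far the number would vary between libraries. The NEXTFlex and TruSeq libraries of 200 μL held 14166388 and 4322304 miRNA counts. Both kits had more than 10 counts for 458 of these miRNAs, only NEXTFlex for 246 and only TruSeq for 19. Of the 446 miRNAs with more than 10 counts in NEXTFlex at every larger volume, all 446 had more than 10 at 200 μL, and in TruSeq 432 of 448 did. The NEXTFlex set had to pass in the 5 mL library of 3056735 counts, and the 200 μL library was far deeper. Depth thus favours the 446 of 446, which says little about recovery at a low volume. More than 100 counts were found for 377 miRNAs with NEXTFlex and 265 with TruSeq. The number depended on the total of the library, and it was 461 in NEXTFlex at 5 mL, where the total was 3056735, and 895 at 1 mL, where it was 41124994. The largest change, chosen after seeing the data, came from asking for more than 10 RPM in place of 10 counts, which left 342 miRNAs with NEXTFlex and 335 with TruSeq. Downsampling each library to 3056735 counts left 450 and 436. From the number of miRNAs detected at this volume the paper concludes that 200 μL of freshly extracted plasma is enough for small RNA sequencing.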

These data demonstrate for the first time, a multi-site quantitative analysis of miRNA discovery via RNA sequencing for low input RNA amounts and subsequent validation on three distinct platforms.

## Methods

### Samples

The three total human RNA sources distributed were obtained from Ambion (Thermo Fisher Scientific): Human Brain Reference RNA (Cat. No. AM6050), Human Liver Total RNA (Cat. No. AM7960) and Human Placenta Total RNA (Cat. No. AM7950) Two concentrations of the total RNA were used in each library preparation. RNA was quantified in triplicate using Quant-iT Ribogreen RNA Assay kit, Low-Range protocol (R11490; ThermoFisher). We used 1 μg, which is the staring input recommended by each sequencing kit, and 10 ng. A large pool of plasma (30 mL) was used for comparison of kits and input volumes. Whole blood was collected from normal healthy volunteers in EDTA tubes, spun at 2500 rpm to separate plasma. Plasma was pooled, and 1 mL aliquots placed in tubes and stored at − 80 °C. The appropriate number of tubes were combined and isolated for each comparison. For example, for the 5 mL input volume, 5 aliquots were selected and the RNA isolated (using miRVana Paris, ThermoFisher AM1556, with modifications [25] and sample preparation for sequencing performed. The samples were collected in accordance with established Institutional Review Board protocols (WIRB #20142635).

### Sequencing

#### Sequencing was performed at two sites: MGH and TGen

##### Illumina TruSeq small RNA library preparation

Small RNA libraries were generated using Illumina TruSeq Small RNA Sample kit (RS-200-0048; Illumina). The reagents were utilized with the following modifications. The 3′ adapter, 5′ adapter, Stop Solution, RNase Inhibitor and RT primer were diluted by 50% with water [25]. During PCR amplification, the Index primer and RNA PCR primer volumes were reduced by 50% and the volume replaced with water. PCR amplification was performed based on the upper and lower recommendation of the kits. A total of 16 cycles for the 10 ng starting material and 11 cycles for the 1 μg starting material. The libraries were then run in a 6% TBE Gel for 55 min at 140 V and the between 140 to 160 bp were excised from the gels. These gel pieces were fractured into smaller pieces and allowed to incubation on a rotator overnight in water. Then an ethanol precipitation was performed to precipitate the RNA and the resulting pellet of RNA was resuspended in 11ul of ultra pure water.

##### BiooScientific NEXTFlex small RNA library preparation

Small RNA libraries were generated using NEXTFlex Small RNA Library Prep Kit v2 (Cat #5132–03). The manufacturer’s instructions where followed through PCR amplification. The optional stop point was used post the RT reaction prior to clean up and PCR amplification. In regards to PCR amplification the 1 μg samples received 12 cycles and the 10 ng sample received 18 cycles. Following PCR amplification, the libraries where then run in a 6% TBE Gel for 30 min at 200 V and the between 150 to 170 bp were excised from the gels. At this point there was a divergence from the manufactures instruction, an ethanol precipitation was used in place of the recommenced bead purification. The resulting pellet of RNA was resuspended in 11 μl of ultra pure water.

##### NEB small RNA library preparation

Small RNA libraries were generated using NEB Next Small RNA Library Prep Set for Illumina (NEB #E7330S). The manufacturer’s instructions where followed through with the PCR amplification. The PCR amplification was done under the parameters of 1 μg starting input received 12 cycles and the 10 ng input received 15 cycles. Following PCR amplification, the libraries where then run in a 6% TBE Gel for 60 min at 120 V and the between 140 to 160 bp were excised from the gels using a razor blade. Diverging from the manufacture protocol, gel pieces were fractured into smaller pieces and allowed to incubation on a rotator overnight in water. Then an ethanol precipitation was performed to precipitate the RNA and the resulting pellet of RNA was resuspended in 11ul of ultra pure water.

##### Small RNA library QC and pooling

Samples were quantified with the Agilent High Sensitivity DNA Kit (5067–4626; Agilent). The peak for the sample was integrated from 120 bp to 160 bp to get the pMolarity of the product that will cluster on the sequencer. Samples with similar pMolarity were grouped on the same lane and pooled together to create a total of 8 unique pools containing 15 samples with different barcodes. These pools were then quantified with the Agilent High Sensitivity DNA Kit to get the final pMolarity for the pools. The pools were then denatured and clustered on a single read Illumina V3 flowcell (GD-401-3001; Illumina). Site 1 flowcells ran on the Illumina HiSeq sequencing platform (HiSeq 2000/2500; Illumina) for 50 cycles for with a 7 cycle indexing read. The samples from Site 2 were sequenced on an Illumina NextSeq 500 for single read 76 cycles. Site 2 sequenced to a read length of 76 nts, whereas Site 1 samples were sequenced to <=50 nts. To ensure a fair comparison between the RNA fragments detected by the two sites, only reads that were in the range of 15–50 nucleotides were considered. Density plots of the unrestricted read length distributions from both sites are presented in Additional file 2: Figure S1**.** The difference in the percentages of reads assigned to the various RNA biotypes when the read length is restricted to <=50 nts for the Site 2 samples is shown in Additional file 2: Figure S2**.**

### HTG EdgeSeq

Samples were sent to HTG for sequencing. The HTG EdgeSeq miRNA Whole Transcriptome Assay was used to run the NIST RNA samples as described previously [26], with the following exception, the nuclease protection assay was run at 41 °C rather than 50 °C. Briefly, Lysis Buffer (HTG) was added to each of the 18 NIST purified RNA samples, and either 10 ng (both versions) or 20 ng (version 1 only) per sample was used in the assay. Each sample was run in triplicate. Following nuclease protection, each sample was tagged individually with molecular barcodes; tagged samples were pooled and sequenced on an Illumina MiSeq sequencer. Fastq files from the individual replicates were processed and the expression data reported as raw counts by the HTG EdgeSeq parser software. Data from one replicate of one sample did not pass QC metrics and were excluded from the analysis.

### Abcam FirePlex

Samples were processed using the FirePlex miRNA Assay (Abcam) as per the published protocol [27].

In brief, for each tissue sample, 1 ng total RNA was loaded. The plate was incubated at 37 °C for 60 min with shaking. After rinsing twice with 1X Rinse A, 75 μL of 1X Labeling Buffer was added to each well. The plate was incubated at room temperature for 60 min with shaking. After two rinses with 1X Rinse B followed by one rinse with 1X Rinse A, a catch plate was added to the vacuum manifold and the filter plate put under constant vacuum. 65 μL of 95 °C RNAse-free water was added twice to each well to elute the ligated sample. 30 μL of this meltoff was added to a clean PCR plate and mixed with 20 μL PCR master mix. The mixture underwent 32 cycles of PCR amplification. Next 60 μL of Hybe Buffer was added back to each well of the original particles followed by 20 μL of the PCR product, and the plate was incubated at 37 °C for 30 min with shaking. After rinsing twice with 1X Rinse B followed by one rinse with 1X Rinse A, 75 μL of 1X Reporting Buffer was added to each well and the plate incubated at room temperature for 15 min with shaking. After rinsing twice with 1X Rinse A, 175 μL of Run Buffer was added to each well. The samples were then scanned on an EMD Millipore Guava 6HT flow cytometer. The flow cytometer output was analyzed with the FirePlex Analysis Workbench software.

### Qiagen miRNome PCR Array

Samples were evaluated with real-time PCR using the miScript PCR System (Qiagen, Venlo, Netherlands). Briefly, 10 ng of each sample was reverse transcribed and then preamplified (13 cycles) using the miScript Single Cell qPCR Kit, according to the manufacturer’s protocol. Following preamplification, the 25 μl amplification product was diluted to 127 μl using nuclease-free water. From there, 110 μl of the diluted product was diluted to a 330 μl final volume using nuclease-free water. Real-time PCR was then performed using the human miRNome (QIAGEN catalog number MIHS-3216Z). 100 μl of diluted product was applied to each of the three, 384-well plates associated with the miRNome. Real-time PCR was performed on a ThermoFisher instrument using the recommended miScript cycling parameters.

### RNASeq data analysis

The raw sequence image files from the *Illumina HiSeq 2500* or *Illumina MiSeq* in the form of *.bcl* are converted to the *fastq* format using *bcltofastq v1.8.4* and checked for quality to ensure the quality scores do not deteriorate drastically at the read ends. The adapters from the 3′ end are clipped using *cutadapt* v.1.10 [28] (http://cutadapt.readthedocs.io/en/stable/guide.html). Reads shorter than 15 nts are discarded and after adapter trimming, the 3′ bases below a quality score of 30 are trimmed as well.

Reads that arise from human rRNA and contamination from library preparation protocols are removed before they are mapped to the human genome. The reads are first mapped to a library of UniVec contaminants, a collection of common vector, adapter, linker and PCR primer sequences collated by the NCBI. They are then mapped to human rRNA sequences obtained from NCBI The reads are mapped to the rRNA and UniVec sequences using *Bowtie2* [29] and those that map are removed from the analysis. The alignment to the human genome and transcriptome takes place in two stages. First, the rRNA and UniVec free reads are mapped to the human genome (hg19) using *STAR* [30]*.* The reads that map to the genome are then mapped to the human transcriptome. Also, the reads that are not mapped to the human genome are mapped to the human transcriptome, The library for the human transcriptome is built by concatenating miRNAs and hairpins from miRBase 21 [31], tRNAs from gtRNAdb [32], piRNAs from piRBase v1.0 [33], protein-coding, non-coding and and other RNA sequences from *ENSEMBL 75*. The *STAR* alignment is performed end to end with a single mismatch allowed while mapping and each read is allowed to multimap to at most 40 RNA annotations. Here, there is no mismatch allowed and each read is allowed to multimap to at most 40 RNA annotations. Additional file 1: Table S11 provides the list of libraries used and their versions.

### Differential expression analysis

For both RNASeq and EdgeSeq, differential expression was conducted for all miRNAs that had expression in at least 25% of the samples across the two groups that were compared with the DESeq2 [29] package in R. The raw read counts for the samples were normalized using the median ratio method (default in DESeq2). For the RNASeq analysis, miRNAs were deemed to be statistically differentially expressed if they had an expression of greater than 50 counts in at least 25% of the samples at an absolute fold change > 2 and an adjusted *P* < 0.05 (Benjamini Hochberg). For the EdgeSeq analysis, miRNAs were deemed to be statistically differentially expressed if they had an absolute fold change > 2 and an adjusted *P* < 0.05 (Benjamini Hochberg). For the FirePlex analysis, the data was log-transformed after adding a pseudo value of 1 and two-tailed t-tests were used to determine significance at a nominal *P* < 0.05.

## Additional files

Additional file 1: **Table S1.** Percentage of input reads aligned to the human transcriptome, human rRNA, UniVec contaminant sequences and discarded because they are too short (< 15 nts) and unmapped to the human transcriptome. **Table S2.** Median (Inter-quartile range) of percentage of input reads aligned to the human transcriptome, human rRNA, UniVec contaminant sequences. **Table S3.** Percentage of reads aligned to the human transcriptome to each RNA biotype for all samples. **Table S4.** Median (Inter-quartile range) of percentage of input reads aligned to different RNA biotypes between the three sequencing kits. **Table S5.** Median (IQR) of percentage of input reads aligned and comparison of input amount of RNA. **Table S6.** Median (IQR) of percentage of input reads aligned and comparison between the two sites for the two input amounts of RNA. **Table S7.** Median (IQR) of number of miRNAs greater than 10 counts detected in at least 25% of the samples between the two sites for the two input amounts of RNA. **Table S8.** Pearson’s and Spearman’s correlation coefficient by tissue, kit and input amount. **Table S9.** Kit specific miRNAs found in each tissue for each kit. The top 5 miRNAs for each tissue that have expression greater than 10 RPM in one kit, but less than 5 RPM in the other two are presented for each tissue and kit. **Table S10.** miRNAs included on the custom made FirePlex Panel. The columns denote the number of samples that had above detection-limit expression in each tissue. **Table S11.** Database of RNA biotypes used.

Additional file 2: **Figure S1.** Density plot of read lengths for all three kits and tissues respectively by site. Site2 sequenced to a length of 76 nts, whereas all of Site1 samples were sequenced to <=50 nts. **Figure S2.** Comparison of percentage of reads assigned to the various RNA biotypes for read length restricted to less than 50 nts versus read length = 76 nts. Site2 sequenced to a length of 76 nts. **Figure S3.** PCA plot showing that the BiooScientific NEXTFlex samples from Site2 cluster by themselves indicating a batch effect. Also, the figure on the right shows the number of miRNAs detected > 10 counts for the two input amounts 10 ng and 1 μg by Site for the BiooScientific NEXTFlex samples.

## Abbreviations

isomiRs: isoforms of miRNAs
miRNA: micro RNA
PCA: Principal Components Analysis
qPCR: quantitative polymerase chain reaction
RNASeq: Ribonucleic Acid Sequencing
RPM: Reads per million
rRNA: ribosomal RNA
tRFs: transfer RNA fragments

# Supplementary material for: Evaluation of commercially available small RNASeq library preparation kits using low input RNA
**Source:** BMC Genomics. 2018 May 5;19:331. doi: 10.1186/s12864-018-4726-6

**Figure S1 Density plot of read lengths for all three kits and tissues respectively by site.**  
**Site 2 sequenced to a length of 76 nts, whereas all of Site1 samples were sequenced to <=50 nts.**

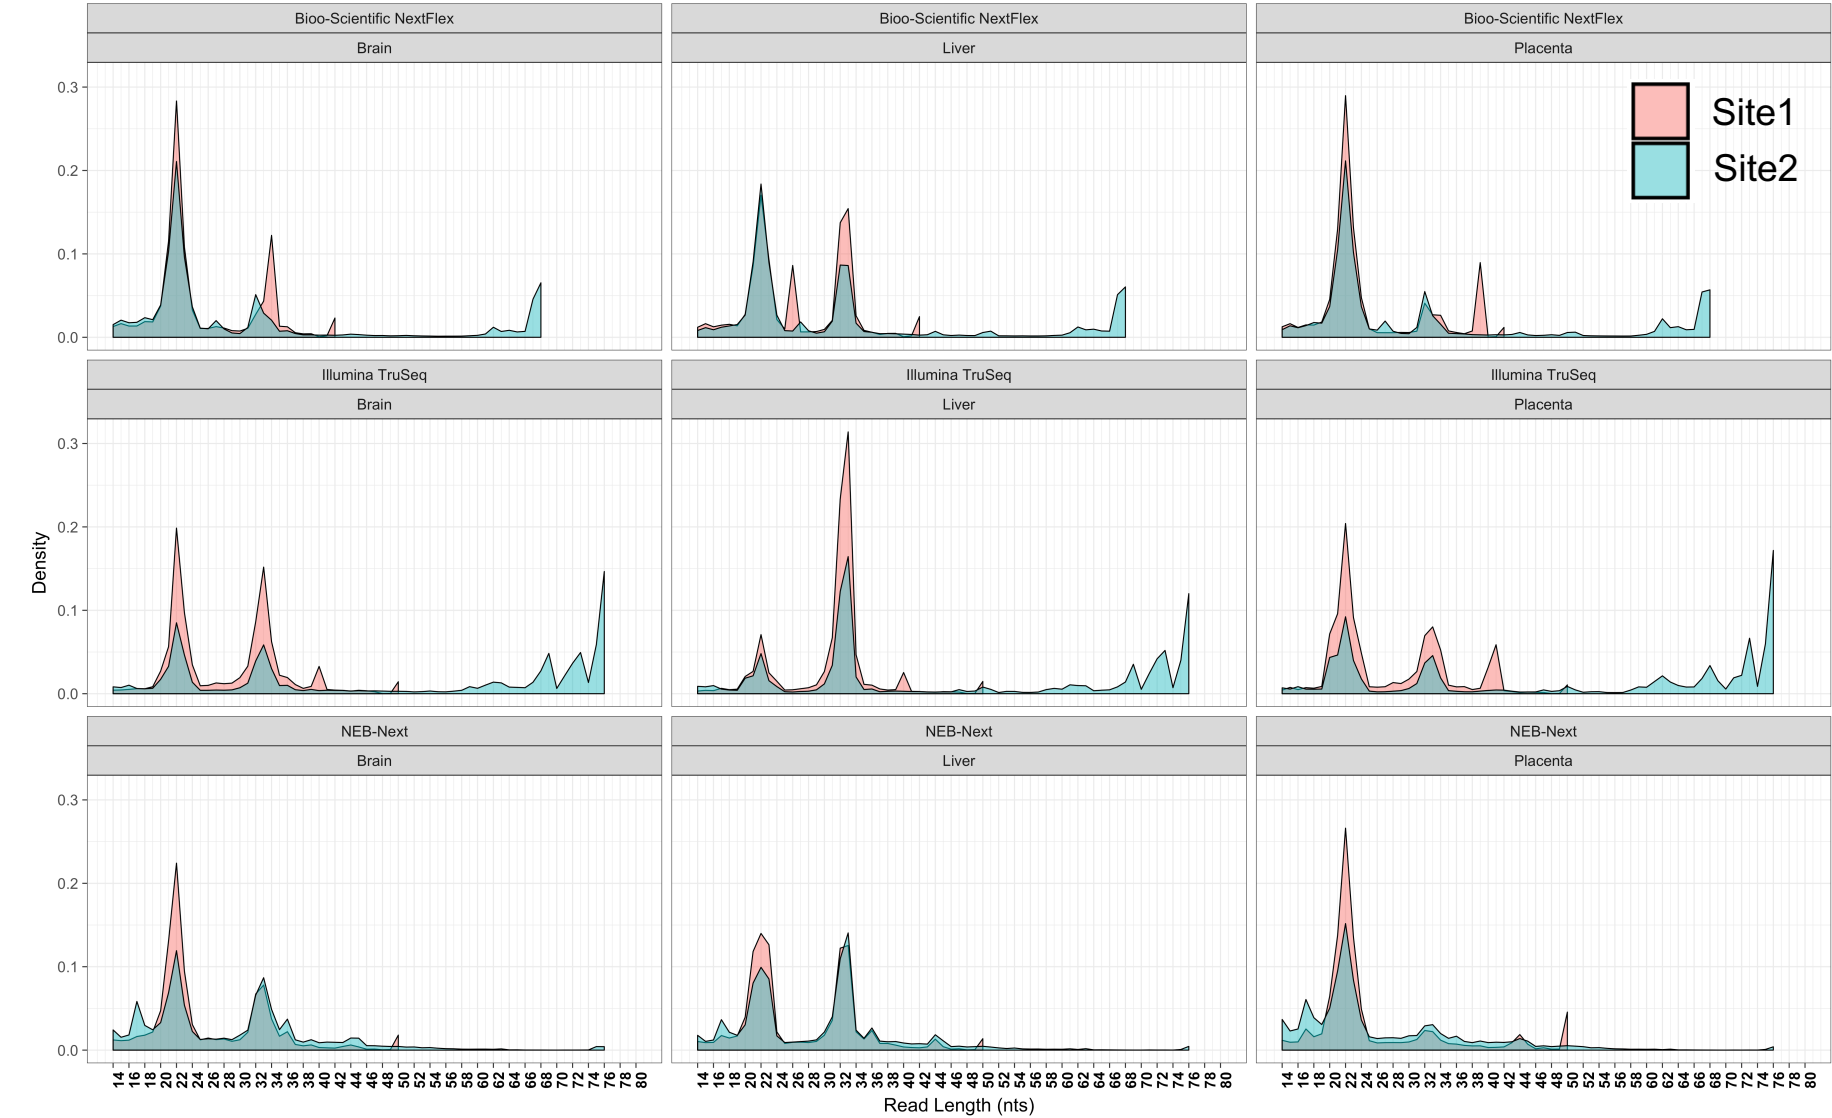

**Figure S2** Comparison of percentage of reads assigned to the various RNA biotypes for read length restricted to less than 50 nts versus read length = 76 nts. Site2 sequenced to a length of 76 nts.

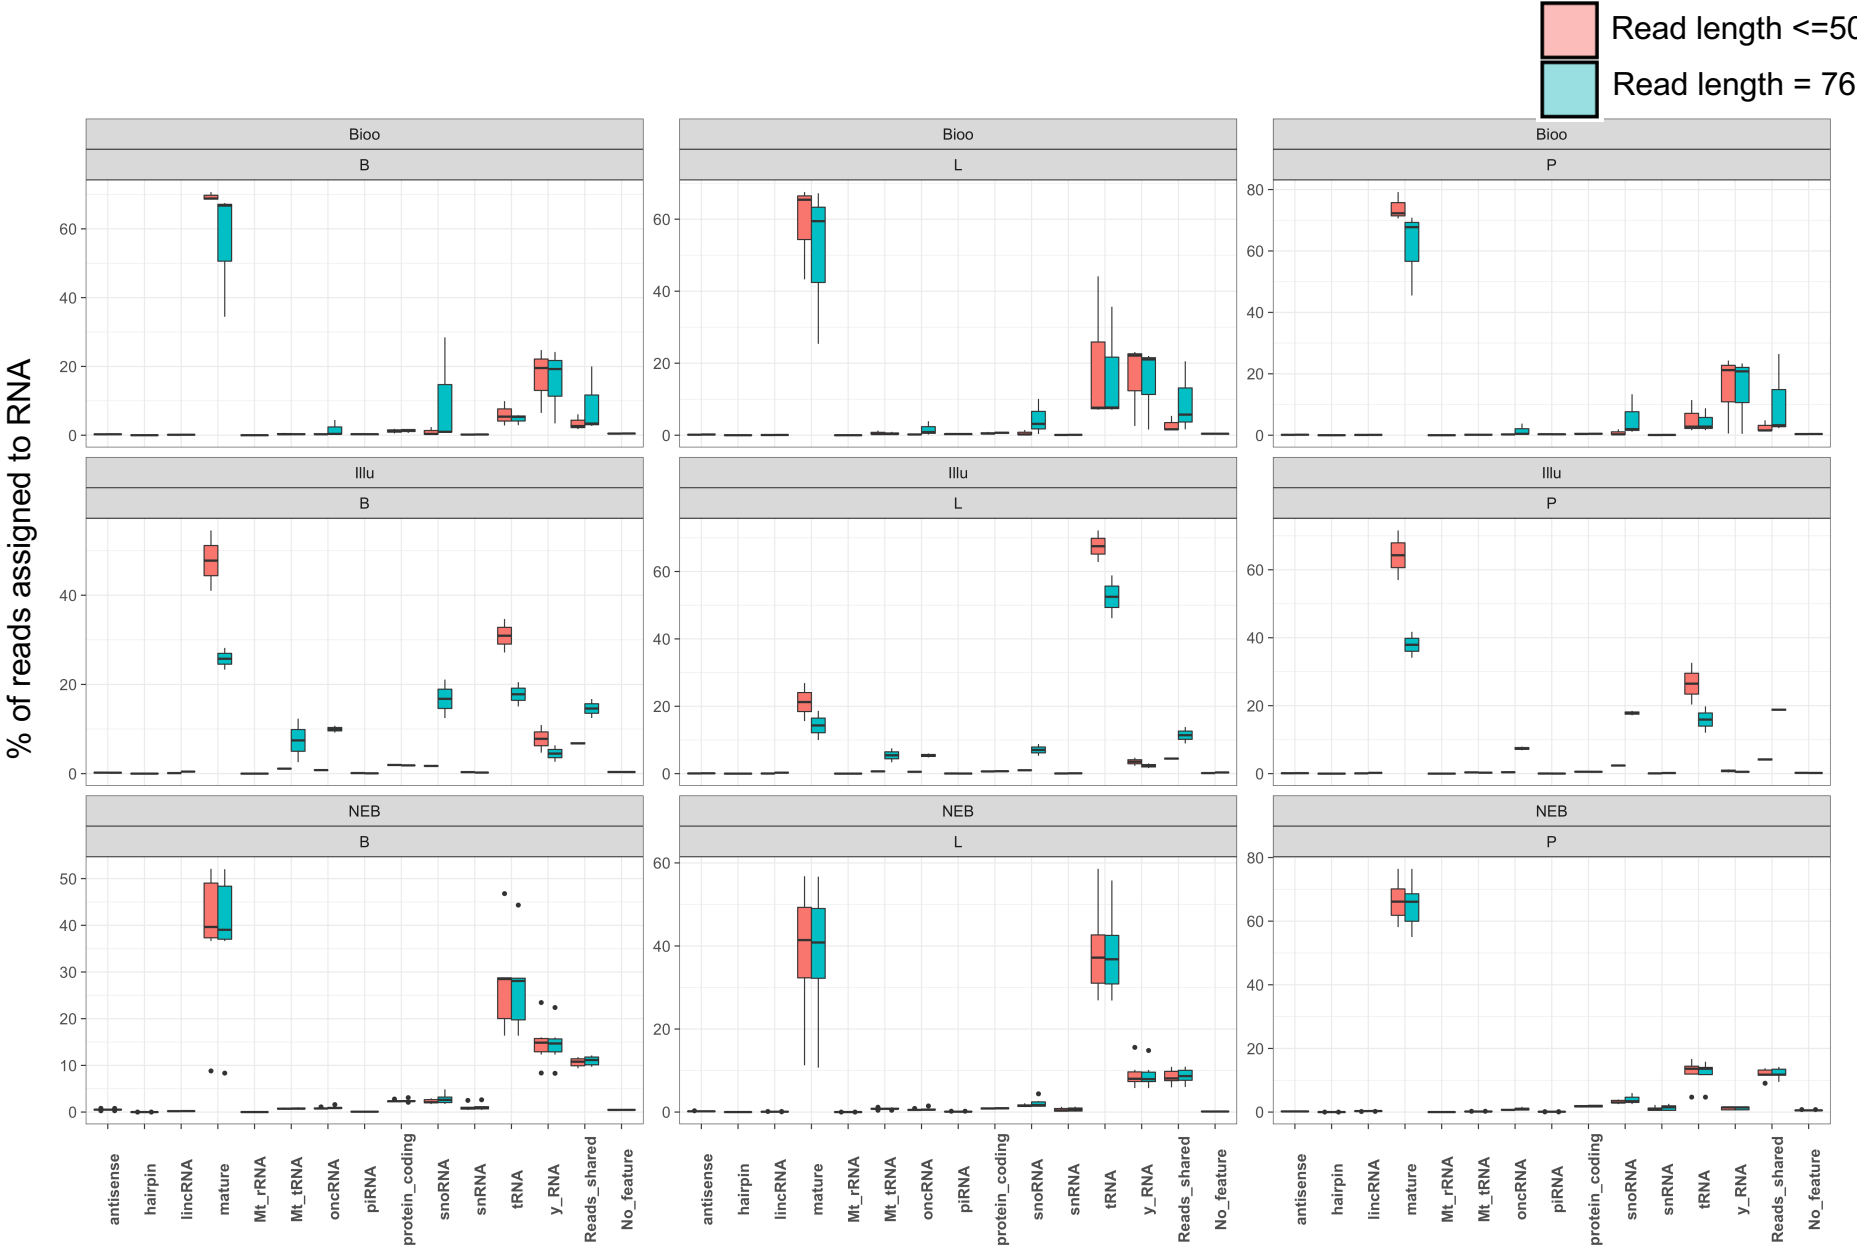

**Figure S3.** CA plot showing that the BiooScientificNextFlexsamples from Site2 cluster by themselves indicating a batch effect. Also, th

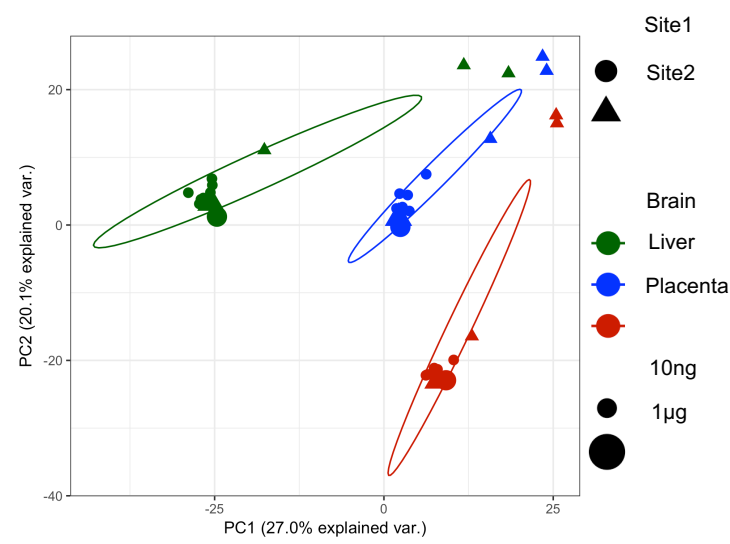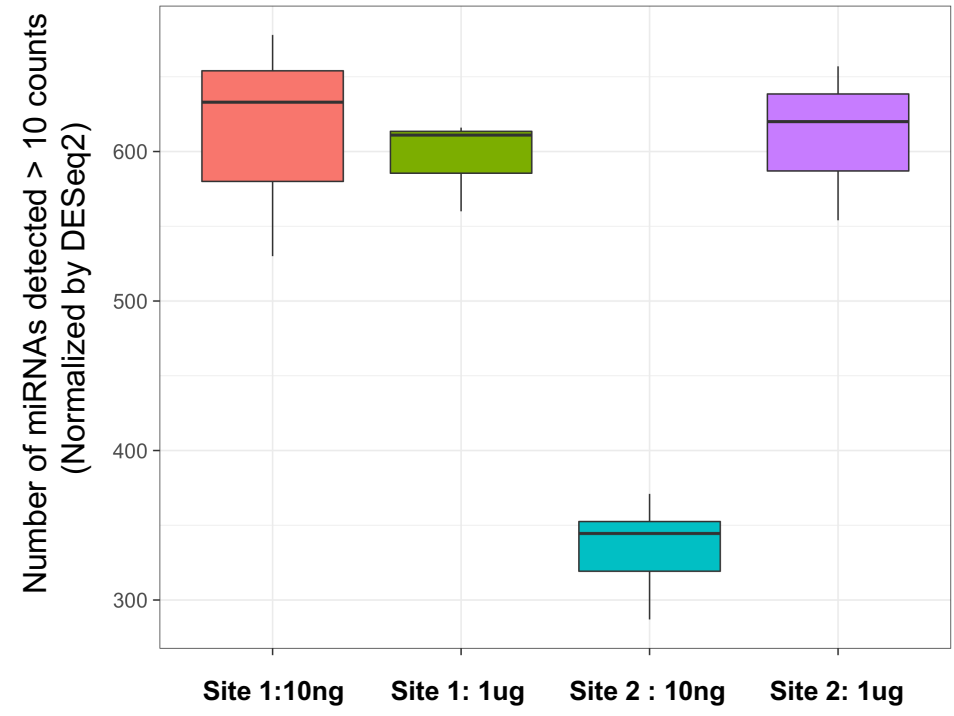

**Supplement:** Supplementary file 2 — Figure S1. Density plot of read lengths for all three kits and tissues respectively by site. Site2 sequenced to a length of 76 nts, whereas all of Site1 samples were sequenced to <=50 nts. Figure S2. Comparison of percentage of reads assigned to the various RNA biotypes for read length restricted to less than 50 nts versus read length = 76 nts. Site2 sequenced to a length of 76 nts. Figure S3. PCA plot showing that the BiooScientific NEXTFlex samples from Site2 cluster by themselves indicating a batch effect. Also, the figure on the right shows the number of miRNAs detected > 10 counts for the two input amounts 10 ng and 1 μg by Site for the BiooScientific NEXTFlex samples.

How the deposited data were processed for this re-analysis (not part of the article)

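The files held small RNA sequencing of pooled human plasma from Site 1, with the NEXTFlex (BiooScientific) and TruSeq (Illumina) kits at 6 volumes each and 1 library per kit and volume, 12 libraries in all. The tissue, EdgeSeq, FirePlex and PCR array experiments were not analysed here, since no file of theirs was among those analysed.

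To make the values, the authors clipped adapters with cutadapt, discarded reads that were too short, trimmed low-quality bases, removed reads mapping to UniVec contaminants and human rRNA with Bowtie2, and mapped the rest with STAR to the human genome and to a library of human transcripts with the miRNAs of miRBase. The paper shows reads shared between biotypes or positions as a class of their own. How reads that map to several annotations entered the counts of single miRNAs is not stated. The authors deposited the raw read counts of 1652 mature miRNAs per library, without normalization, where a missing value stands for no count. The authors also deposited normalized counts, each the ratio of the raw count to a size factor per library by the median ratio method of DESeq2. The size factors recomputed from the raw counts of the 12 libraries gave the deposited normalized counts with a largest relative deviation of 6.245e-15, and 609 miRNAs had a count in all 12 libraries. The total of reads mapped to the transcriptome is not in the files analysed here, so the shares of miRNAs and of YRNA fragments among all reads were not computed. RPM was computed relative to the total of miRNA counts of a library.

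Totals of miRNA counts were between 3056735 and 41124994 per library in NEXTFlex (median 11404716.5) and between 4322304 and 5472702 in TruSeq (median 4920152). The smallest abundance a library can show was taken as 3 counts, and the interval around a number of miRNAs counted in a single library is a 95% Wilson binomial interval. For downsampling, counts were drawn 1 time without replacement to 3056735 per library with a fixed seed.

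Differential expression was tested on the raw counts with edgeR 4.0.16 (quasi-likelihood test, TMM normalization) in R 4.3.3, with an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change over 2 as threshold, for miRNAs with more than 50 normalized counts in at least 25% of the libraries compared. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Kits were compared over all 12 libraries, and low (200 and 500 μL) against high (2, 3 and 5 mL) volumes over 10 libraries with the kit as a covariate. The interaction of kit and volume group was tested over the same 10 libraries without a fold-change minimum. DESeq2 1.42.0 served as the alternative. Both tools were tested on simulated data with the abundances and dispersions of these libraries. Only the comparison between kits was simulated. Where some miRNAs were changed in each direction, edgeR and DESeq2 recovered nearly all of them with few false calls, and in a simulation without any change neither called a miRNA. The tests of low against high volumes and of the interaction, with fewer libraries per group, were not simulated.

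Principal components and correlations used log2 of the normalized counts plus 1 for the 679 miRNAs with more than 10 normalized counts in at least 25% of libraries, centred and not scaled, since no transformation is stated for the plasma samples in the paper. The variance was divided between kit, volume and remainder as in a layout with 1 value per kit and volume. Single values were compared with exact permutation tests, over all 924 relabelings of the libraries between kits, all 64 sign patterns of the differences within volumes (the replicate block), all 100 splits into low and high volumes within kits, and all 720 orders or pairings of the volumes. For the variance explained by volume the design had set 100000 random resamples, and the 720 distinct pairings were enumerated in their place. A permutation test with 100000 resamples was used across miRNAs of the 5p and 3p arms. Trends of detection with volume formed a family of 6 and were adjusted by the Benjamini-Hochberg method. The values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

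The miRNAs named in the text follow a rule written before the files arrived: the 5 with the highest mean share in each kit, the 4 with the largest fold change between kits in each direction among those past the threshold and changed in the same direction at all 6 volumes, the 3 with the largest fold change between volume groups in each direction among those past the threshold and changed in the same direction in both kits, and hsa-miR-451a and hsa-miR-23a-3p. Precursor genes were matched to miRNAs by name in a GENCODE annotation on GRCh37. Several miRNAs had no gene of the matching name there, and no position is given for them.

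The alternatives tried were DESeq2 in place of edgeR, median-ratio size factors in place of TMM, no filter or stricter filters on low counts, no fold-change minimum, no kit covariate, volume as a continuous covariate, the volume as a replicate block, downsampled counts, another pseudocount (0.5), scaling of each miRNA, Spearman's rho and the linear scale for correlations, other numbers of most abundant miRNAs, and leaving out each volume or library in turn. The deposited normalized values coincide with the main setting of the principal component analysis, and RPM relative to the miRNA counts in the file with the main setting of RPM, so these alternatives change nothing there. Chosen after seeing the data were RPM rescaled by the average miRNA percentages the paper gives for each kit, and the number of miRNAs above 10 RPM at 200 μL.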

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

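Among 66 groups of 6 libraries of a kit that were examined, 4 held a library set apart from the others, by a gap to the nearest library larger than Dixon's test allows at the 95% level. About 1 in 20 such groups is set apart by chance, which is 3.3 of 66, so the 4 together are no more than chance gives. The NEXTFlex library at 500 μL had 172 miRNAs above 100 RPM, against 186 to 194 in the other NEXTFlex libraries. Its total of 8643045 counts lay within the range of its kit, and after downsampling it had 173 against 183 to 197 in the others, so depth did not account for it. hsa-miR-1-3p had 255 normalized counts in the TruSeq library at 1 mL, against 67.1 to 136 in the others, from a raw count of 142. hsa-miR-4746-5p had 137 normalized counts in the TruSeq library at 500 μL, against 48.6 to 81.7, from a raw count of 88. hsa-let-7g-3p had 193 normalized counts in the TruSeq library at 5 mL, against 20.3 to 76.4, from a raw count of 138, and it is among the miRNAs higher at high volumes in both kits. Each volume has a single library per kit, so an effect of the volume cannot be told apart from an effect of that library, and no biological explanation was tested.

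In the test of the interaction between kit and volume group, 32 of 415 miRNAs had an adjusted p under 0.05 (edgeR), which flagged a volume effect that differs between kits. The rise with volume was larger in NEXTFlex for 23 of them and in TruSeq for 9. Of the 100 splits of the 10 libraries into groups of the same sizes within kits, 4 gave 32 or more miRNAs, the real split included, and the largest of the others gave 62. The number and the direction depended on the filter: with at least 10 counts in every library, 19 of 391 miRNAs passed, of which 4 rose more in NEXTFlex and 15 in TruSeq. With DESeq2 in place of edgeR, 48 of 415 passed, of which 29 rose more in NEXTFlex and 19 in TruSeq. Only 4 of the 32 also passed the test of low against high volumes. With 2 low and 3 high libraries per kit and another split that gave more miRNAs, the difference between kits may rest on single libraries, since the prediction set beforehand, that under 5% of splits give as many, was met by a narrow margin with 4 of 100. The same plasma pool was used for both kits, so the design gives no biological explanation.

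The paper's plasma section compares numbers of miRNAs and does not list which miRNAs differ, so both lists were flagged as a signal in data the paper did not report on. Between the kits, 273 of 437 miRNAs passed the threshold. Of 100 splits of the 12 libraries into 6 and 6, drawn from 462, only the real one (1) gave as many, and the largest of the others gave 2. Sequencing depth was examined by downsampling, after which 222 miRNAs passed, and the median-ratio size factors in place of TMM gave 273. Because both kits were applied to the same pool, the design gives no biological explanation for a difference between kits. The kit and any batch in which its libraries were made and sequenced cannot be told apart from these libraries alone. Of the 17 kit-specific tissue miRNAs of Table S9 past the count filter, 16 kept their direction in plasma (exact binomial p = 0.000275). A batch of the plasma libraries alone would not follow kit directions seen in tissue, so this argues against it for those miRNAs. For the other miRNAs a batch stays open.

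Between low and high volumes, 42 of 415 miRNAs passed. Of the 100 splits of the libraries into groups of the same sizes within kits, only the real one (1) gave as many, and each of the others gave 0. Greater depth of a volume group was tested by downsampling every library, and 35 miRNAs passed, above the number set beforehand under which depth was to be taken as the cause. Red-cell content of the aliquots was tested with the log2 ratio of hsa-miR-451a, a miRNA of red cells, to hsa-miR-23a-3p. The ratio was 0.681 higher at the high volumes (exact permutation within kits, p = 0.02), as the explanation predicts. With hsa-miR-486-5p, also a miRNA of red cells, in place of hsa-miR-451a, the ratio moved the other way, -0.770, with an exact permutation p of 0.08. The reference hsa-miR-23a-3p itself was higher at the high volumes (log2 fold change 0.535, adjusted p = 0.0403, edgeR). For hsa-miR-486-5p no change was detected (-0.212, adjusted p = 0.593, edgeR), so the fall of its ratio rests largely on the reference. hsa-miR-451a had a log2 fold change of 1.19 (adjusted p = 0.000794, edgeR). A difference in red-cell content may therefore contribute and cannot be ruled out. The ratios do not point the same way, but both depend on a reference that changed with volume. The volumes came from 1 pool, so the design gives no biological explanation, and an effect of RNA isolation or library preparation at different amounts of RNA was not tested.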

How the results depend on the processing

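The alternatives and the rule for named miRNAs were set before the processed files arrived, except where stated, and the prediction of each test was written before its result was seen. Of 20 headline results, 3 kept their direction and their side of the test's threshold under every alternative: Pearson's r of the number of miRNAs above 1 RPM with volume in NEXTFlex, the variance explained by volume, and the direction of the kit-specific tissue miRNAs in plasma. Their values still moved. The r of the NEXTFlex trend was 0.440 in the main setting, 0.672 after downsampling and 0.920 without 200 μL and 5 mL, with every exact permutation p above 0.05. Spearman's rho, computed beside r and not set as an alternative, was -0.0286 in the main setting, the opposite direction, and 0.714 after downsampling, so the direction of this trend depended on the coefficient. The variance explained by volume was 18.4% in the main setting, 12.2% with more than 50 counts in every library, 26.2% with all miRNAs with a count in at least 25% of libraries and 28.95% with each miRNA scaled to unit variance.

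For the numbers of miRNAs detected, the difference between kits above 1 RPM was 26.2 with the volume as a replicate block (exact sign-flip p = 0.0625) and 27.3 after downsampling (exact permutation p = 0.0606), both no longer past 0.05 although the difference itself did not shrink. It ranged from 20.8 to 31.8 over the 6 fits that each left out a volume, 4 of them with an exact permutation p above 0.05. Above 100 RPM the range was 9.6 to 13.2, with 2 of 6 above 0.05. Counting median-ratio normalized counts above the same numbers reversed all 3 differences, to -61.2, -13.2 and -14 (exact permutation p = 0.0844, 0.0303 and 0.00216). The size factors bring libraries to the same middle of the distribution and not to the same total, so a fixed number stands for another abundance. The reversal above 1 did not follow how much a library was divided. In the most divided NEXTFlex libraries the deficit was small, 993 against 1009 at 1 mL and 1042 against 1052 at 3 mL. In the least divided, 5 mL, it was 854 against 1063. With 3.06 counts at 1 RPM in the shallowest library, the depth limits the number above 1 RPM more than those above 10 and 100. Leaving out 200 μL and 5 mL, the trend with volume in TruSeq was 0.799 and no longer past 0.05, and the 24 orders of the 4 libraries left allow no exact p below 0.0417.

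For the principal components, PC1 held 67.8% with a pseudocount of 0.5. The shares of PC1 and PC2 were 52.4% and 10.4% with all miRNAs that had a count in at least 25% of libraries, 83.5% and 7.59% with more than 50 counts in every library, 54.6% and 14.2% with each miRNA scaled to unit variance, and 76.4% and 8.69% after downsampling. Filters and scaling set how much miRNAs with few counts, whose sampling noise belongs to no kit, enter the variance, and this may explain the direction of these changes. Over the 6 fits that each left out a volume, PC1 ranged from 69.5% to 73.8% and PC2 from 8.78% to 10.8%. In the same fits the variance explained by kit ranged from 69.1% to 73.6%, with a p of 0.0625 from 32 relabelings, the smallest they can give, and the difference on PC2 from 17.3 to 21.4. Its exact permutation p was above 0.05 in 5 of 6 fits, at the smallest p possible (0.0625) without 200 or 500 μL but not without 2, 3 or 5 mL (0.0556, where 0.0278 was possible).

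The mean correlations between volumes of a kit and between kits at the same volume were 0.963 and 0.851 with Spearman's rho and 0.925 and 0.675 on the linear scale, where the most abundant miRNAs dominate. Between kits the mean was 0.919 with all miRNAs with a count in at least 25% of libraries and 0.835 with more than 50 counts in every library. At 200 μL, the numbers above 10 in NEXTFlex and TruSeq were 576 and 593 with normalized counts, recomputed or as deposited, 450 and 436 after downsampling, and 342 and 335 above 10 RPM, an alternative chosen after seeing the data. The depth of a single library thus limits what a number of miRNAs above 10 counts can be compared with. For the most abundant miRNAs, the difference between kits was 6.12 percentage points for the single most abundant (exact permutation p = 0.00866, but an exact sign-flip p of 0.0625 with the volume as a block) and -0.0707 for the 50 most abundant. The log2 ratio to hsa-miR-23a-3p differed between kits by 1.41 with hsa-miR-486-5p in place of hsa-miR-451a, the opposite direction.

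The number of miRNAs differing between kits was 520 without a filter on low counts. It stayed between 243 and 286 over the fits that each left out a volume. Between low and high volumes, 0 miRNAs passed without the kit covariate, 74 without a filter, 109 without a fold-change minimum and 136 with volume as a continuous covariate and no fold-change minimum, against 34 to 56 over the 10 fits that each left out a library. For the interaction of kit and volume, 19 passed with at least 10 counts in every library and 48 with DESeq2. Of the other headline rows, 47 that left out a volume or library and 55 further ones kept the direction and the side of the threshold or the size of the main value. Of the rows for single miRNAs, 6 became weaker, each for a miRNA named for the volume groups and without the kit covariate, while 104 rows that left out a volume or library and 76 others did not change. For hsa-miR-203a-3p, only 6 of the 10 fits that left out a library kept it past the count filter, and the other fits gave no value. The alternatives for the share of miRNAs among transcriptome reads were not run, because that total is not in the files analysed here.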

Differences from the paper's values

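PC1 held 70.3% of the variance of the 12 plasma libraries, against about 32% on the axis of the paper's Fig. 8b, read by eye. None of the alternatives set before the files arrived closed the gap. The share was 67.8% with a pseudocount of 0.5, 52.4% with all miRNAs with a count in at least 25% of libraries, 83.5% with more than 50 counts in every library, 54.6% with each miRNA scaled to unit variance, 70.3% with the deposited normalized values, 76.4% after downsampling, and 69.5% to 73.8% with a volume left out.

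At 200 μL, 704 miRNAs in NEXTFlex and 477 in TruSeq had more than 10 read counts, against over 300 in the paper's conclusion, which is a lower bound for which the paper names no kit. Of the alternatives set before the files arrived, downsampling every library to 3056735 counts gave 450 and 436, not more than 1.5 times the paper's value, and DESeq2 normalized counts, recomputed or as deposited, gave 576 and 593 and did not close the gap. A threshold of 10 RPM, relative to miRNA counts and chosen after seeing the values, gave 342 and 335, within the same limit.

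The paper states that more miRNAs were detected with NEXTFlex than with TruSeq at all 3 thresholds. Above 1 RPM the number was lower in NEXTFlex at 5 mL, 631 against 633. Above 10 RPM it was lower at 500 μL, 335 against 344, and at 5 mL, 350 against 357, and the mean difference of 4.5 had an exact permutation p of 0.489. The paper's statement is not made per volume. Read by eye, Fig. 8c also has NEXTFlex lower at 500 μL above 10 RPM, about 300 against 310. At 5 mL it has NEXTFlex higher, about 630 against 580 above 1 RPM and 330 against 320 above 10 RPM. RPM here is relative to miRNA counts, and the paper's is relative to reads mapped to the transcriptome. With RPM rescaled by the paper's average miRNA percentages, an alternative chosen after seeing the data, the mean difference was 38.7 above 1 RPM (exact permutation p = 0.0260), 14.2 above 10 RPM (exact permutation p = 0.0671) and 13.2 above 100 RPM (exact permutation p = 0.00216). In that setting NEXTFlex had more at 5, 5 and 6 of 6 volumes, with 308 against 300 at 500 μL and 325 against 327 at 5 mL above 10 RPM. None of the 36 numbers of miRNAs per library differed from those read by eye in Fig. 8c by the same criterion. In the main setting all lay above the paper's numbers, with ratios from 1.00 to 1.31. With the rescaled RPM the ratios were 1.00 to 1.10, so the offset was smaller with a denominator closer to the paper's. The text of the plasma section gives 5 volumes, and the files hold 6.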

Other observations

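Table S9 of the paper lists kit-specific miRNAs of brain, liver and placenta, 14 for NEXTFlex and 8 for TruSeq that had a count in plasma. The hypothesis was that the bias of a kit for a miRNA carries over from tissue to plasma. In plasma the log2 fold change between kits had the direction of Table S9 for 21 of these 22 miRNAs (exact binomial p = 1.1e-05), for 13 of 14 NEXTFlex miRNAs and 8 of 8 TruSeq miRNAs. The exception was hsa-miR-23a-5p, with a log2 fold change of -0.673 in the values taken for all 22. In the main test between kits its log2 fold change was -1.01 (adjusted p = 0.0118, edgeR), lower in NEXTFlex at 6 of 6 volumes. It thus passed the threshold against the direction of Table S9. Of the 1630 other miRNAs, 58.8% were higher in NEXTFlex, so the binomial test against equal chances is somewhat generous for the NEXTFlex list. Of the 17 that passed the count filter, 16 had the direction of the table (exact binomial p = 0.000275). This is consistent with a bias that depends on the miRNA and the kit and not on the sample, although both sets of samples went through the same counting of reads, which was not varied.

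The arm of the precursor was tested as an explanation of the fold changes between kits. The median log2 fold change was 0.177 for 201 miRNAs of the 5p arm and -0.360 for 198 of the 3p arm, with a permutation p of 0.0995 (100000 resamples), so no difference between arms was detected.

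The larger number of miRNAs above 1 RPM in NEXTFlex was tested against a pair of technical explanations. If greater sequencing depth were the cause, the difference was predicted to lose its exact permutation p under 0.05 after downsampling. It had a p of 0.0606, which meets that prediction, but the difference was 27.3 miRNAs against 26.2 before, and the exact sign-flip p within volumes was 0.0312, in the direction of NEXTFlex at 6 of 6 volumes. Depth therefore cannot be ruled out by the test as it was set. A difference that did not shrink at equal totals and held at 6 of 6 volumes nevertheless argues against depth as its cause. If the denominator of RPM were the cause, rescaling RPM by the average miRNA percentages the paper gives for each kit was predicted to remove the difference. The difference was 38.7 miRNAs (exact permutation p = 0.026). The paper's percentages lower the RPM of TruSeq more than that of NEXTFlex, so this rescaling had little room to remove a lead of NEXTFlex, and the test leaves open what the denominator does. That setting was chosen after the files were seen to hold no transcriptome totals. A biological explanation does not apply, since both kits were used on the same pool.

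The number of miRNAs with at least 1 count rose with the depth of the NEXTFlex libraries (Pearson's r with log10 total counts 0.855, exact permutation p = 0.0319, Spearman's rho 0.771, exact p = 0.103, 6 libraries), but not after adjustment for the 6 relations with depth that were computed (adjusted p = 0.192 and 0.308). Without the 1 mL and 5 mL libraries r was 0.675 (exact permutation p = 0.333), and the 24 orders of the 4 libraries left allow no exact p below 0.0417. In TruSeq, with totals within 1.27 times each other, r was 0.763 (exact permutation p = 0.0917, adjusted p = 0.275, rho 0.771, exact p = 0.103, adjusted p = 0.308) and 0.977 without the 200 μL and 500 μL libraries (exact permutation p = 0.0833). The log2 ratio of hsa-miR-451a to hsa-miR-23a-3p was 2.12 ± 0.543 in NEXTFlex and 2.16 ± 0.374 in TruSeq (SD, n = 6 each, exact permutation p = 0.861). With hsa-miR-486-5p in place of hsa-miR-451a it was 6.63 ± 0.733 and 5.21 ± 0.397 (SD, n = 6 each). That difference had an exact permutation p of 0.00433 and an exact sign-flip p of 0.0312.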
